# Lysophosphatidylcholine homeostasis via the Lands cycle regulates root growth in Arabidopsis

**DOI:** 10.1093/pcp/pcaf174

**Published:** 2026-01-12

**Authors:** Liping Wang, Michael Kazachkov, Li Qin, Yuxing Niu, Yangdou Wei, Qiang Li, Jitao Zou

**Keywords:** Arabidopsis, ER membrane, Lands cycle, lysophosphatidylcholine acyltransferase, lipid homeostasis, root growth

## Abstract

Lysophosphatidylcholine acyltransferase (LPCAT) is a key enzyme in the Lands cycle that mediates the interconversion of phosphatidylcholine (PC) and lysophosphatidylcholine (LPC). A proper balance between LPC and PC is essential for phospholipid turnover and membrane homeostasis. In this study, we show that the Arabidopsis *lpcat* double mutant exhibits an altered LPC/PC ratio in root tissues, reflecting a compromised Lands cycle. Using a chemical phenocopying strategy, we found that root growth in the *lpcat* mutant was more sensitive than that the wild type to lyso-platelet-activating factor (lysoPAF), which is a structural analog of LPC. This growth defect was largely rescued when the lysoPAF treatment was combined with ONO-RS-082, which is a phospholipase A_2_ inhibitor. Subcellular localization using green fluorescent protein (GFP) fusions demonstrated that both LPCAT1 and LPCAT2 localize to the endoplasmic reticulum (ER) membrane. Furthermore, an RNA-seq analysis of root tissues from the *lpcat* mutant revealed transcriptional changes indicative of an unfolded protein response in the ER and altered endomembrane trafficking. Together, our results demonstrate that ER-localized LPCATs play a pivotal role in maintaining root growth when plants encounter conditions that require adjustments in lipid homeostasis.

## Introduction

Glycerolipids form the structural foundation of cellular membranes, and their composition critically determines the functional properties of membrane systems. The most predominant structural element in the eukaryotic cell membrane is phosphatidylcholine (PC). In plants, PC is primarily synthesized in the endoplasmic reticulum (ER) and is subsequently distributed to other membrane systems, placing it at a vital intersection in glycerolipid metabolism. PC serves multiple essential roles: it is the primary substrate for ER-localized fatty acid desaturation (Li-Beisson et al. 2013, Shockey et al. 2016); it provides a primary platform for acyl exchange, and it acts as an intermediate in the biosynthesis of diacylglycerol and triacylglycerol (Bates et al., 2013; Hu et al., 2012).

The PCs in membrane systems also undergo acyl remodeling by a process known as the Lands cycle (Hill and Lands 1970). PC remodeling involves the interconversion between PC and lysophosphatidylcholine (LPC) through two enzymatic steps: phospholipase A_2_ (PLA_2_) deacylates PC to produce LPC and a free fatty acid, and LPC acyltransferase (LPCAT) reacylates LPC with a fatty acyl-CoA to regenerate PC (Wang et al. 2012, 2014, Bates et al. 2013, Lager et al. 2013). Importantly, the fatty acid released from PC by PLA_2_ can differ from the acyl species incorporated by LPCAT, thereby altering the fatty acid composition of PC without affecting its overall steady-state level. For this reason, the PC remodeling process is also referred to as acyl editing.

The enzyme LPCAT plays a pivotal role in PC remodeling by enabling continuous acyl exchange between PC and the acyl-CoA pool (Stymne and Stobart 1984, Bates et al. 2007, 2013). In leaf tissues, LPCAT also participates in incorporating newly synthesized fatty acids exported from chloroplasts into PC, thereby supporting the trafficking of nascent fatty acids between plastidial and extraplastidial lipid pools (Bates et al. 2009, Xu and Shanklin 2016). Through these activities, LPCAT maintains dynamic acyl exchange between organelles and supports overall membrane lipid homeostasis (Wang et al. 2012, Jasieniecka-Gazarkiewicz et al. 2016).

Although most studies of PC remodeling have focused on acyl editing, a less appreciated but equally critical aspect is its role in regulating the LPC/PC ratio. In Arabidopsis, two LPCAT isoforms, namely LPCAT1 and LPCAT2, are expressed throughout development. Previous studies have shown that the disruption of acyl remodeling in the *lpcat* double mutant, while not causing major changes in glycerolipid fatty acid profiles, leads to LPC overaccumulation in both leaves and seeds (Wang et al. 2012, 2014). LPCAT deficiency also triggers accelerated PC turnover. The *lpcat* mutant exhibited elevated transcript levels of several lipases and increased accumulation of extracellular free choline in the water-soluble fraction (Wang et al. 2012). Surprisingly, the cellular PC content was not reduced. The steady-state level of PC was maintained through a compensatory increase in PC synthesis. This was confirmed by a choline feeding experiment, which showed that *de novo* PC synthesis in the mutant occurred at a rate 1.5- to 1.8-fold higher than in wild-type plants (Wang et al. 2012).

The distinctive inverted-cone shape of LPC contrasts with the cylindrical geometry of PC. These structural differences lead to distinct effects on membrane organization, curvature generation, and functional dynamics. LPC promotes positive membrane curvature, whereas PC favors the formation of lamellar bilayers and stabilizes the planar membrane structure (Vamparys et al. 2013, McMahon and Boucrot 2015). Critical steps in membrane dynamics, such as budding, vesicle fission, and fusion, require the generation of curvature and the relaxation of surface tension, which are processes that often occur in tandem. Most studies in this area have focused on protein components that drive membrane deformation and vesicle trafficking, yielding detailed insight into how coat proteins sculpt membrane architecture. Growing evidence, however, indicates that lipids also make an active and essential contribution to these processes. In particular, excess LPC has been shown to induce mechanical deformations and packing defects in model membranes (Jackson 2018) and to interfere with membrane protein stability.

Here, we investigated the physiological and molecular consequences of LPCAT deficiency in *Arabidopsis roots*. We present direct evidence that the Arabidopsis LPCATs are ER-resident proteins. Using a combination of genetic, chemical, and transcriptomic approaches, we show that a loss of LPCAT function increases the LPC/PC ratio, triggers ER stress-associated gene expression, and compromises root growth under lipid-perturbing conditions. Together, our findings reveal that ER-localized LPCATs play a role in root growth, highlighting lipid remodeling and LPC/PC homeostasis as underexplored regulators of plant growth and development.

## Results

### *Lpcat* mutant roots exhibit elevated LPC levels and altered acyl composition

We assessed LPCAT activity in the root tissues of the *lpcat* double mutant propagated on Murashige Skoog (MS) medium. Consistent with results from above-ground tissues (Wang et al. 2012, 2014), the LPCAT activity in the *lpcat-*mutant roots was decreased to approximately 1/20 of that of wild type (WT) levels (Fig. 1a). A comparison of WT tissues revealed that the LPCAT activity in roots was almost 10 times higher than in developing seeds (Wang et al. 2012), highlighting its functional importance in roots.

**Figure 1:**
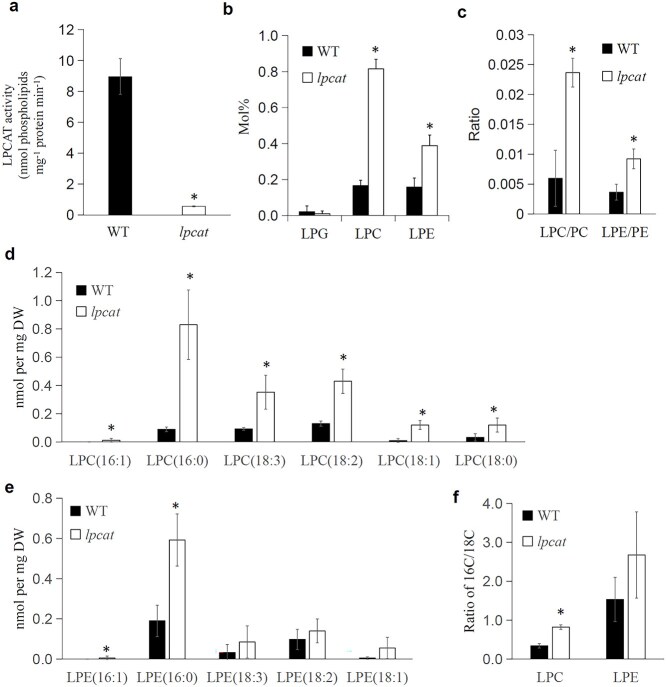
LPCAT deficiency alters lysophospholipid metabolism in roots. (a) LPCAT enzyme activity in microsomal fractions from roots. Data represent the means ± SD of three independent biological replicates. (b) Total lysophospholipid content expressed as nmol of lipid per mg of dry weight (DW). (c) Ratios of LPC/PC and LPE/PE in WT and *lpcat*-mutant roots. (d, e) Quantification of individual lysophospholipid species (nmol of lipid per mg of DW). (f) Ratios of 16C to 18C lysophospholipids in WT and *lpcat*-mutant roots. In (b–f), values represent the means ± SD of five independent biological replicates. Asterisks indicate statistically significant differences relative to the WT (Student’s *t*-test, *P* < 0.05).

Lipidomic analyses showed that most glycerolipid species and their fatty acid compositions remained largely unchanged in the *lpcat* roots (Supplementary Fig. S1; Supplementary Data Set S1). However, the LPC and lysophosphatidylethanolamine (LPE) levels were elevated by three- and two-fold, respectively, relative to the WT (Fig. 1b). Correspondingly, the LPC/PC and LPE/PE ratios increased to four- and 2.5-fold higher than those of the WT (Fig. 1c), underscoring the importance of the Lands cycle in maintaining these lipid ratios.

We further examined the molecular species of LPC and LPE, focusing on the 16C versus 18C species. Almost all LPC species and 16:0-LPE were substantially increased in the mutant roots (Fig. 1d and e). In WT roots, the 16C/18C LPC ratio was 0.33, whereas in the *lpcat* roots, it increased to 0.81 (Fig. 1f). Given that 16C fatty acids in ER-derived glycerolipids are primarily located at the *sn-1* position, this perturbed metabolite profile is consistent with the LPCAT’s role in primarily mediating the *sn-2* acylation of LPC (Lager et al. 2013).

### Root development in the *lpcat* mutant is hypersensitive to lysoPAF, a structural analog of LPC

The Arabidopsis *lpcat* mutant, despite having an approximately four-fold higher cellular LPC/PC ratio than the WT (Fig. 1b), does not exhibit obvious developmental defects under standard growth conditions (Wang et al. 2012, 2014). When examined on MS media supplemented with exogenous LPC, the root growth of both WT and the *lpcat* seedlings was unaffected at 30 *μ*g/mL of LPC. At 90 *μ*g/mL, the roots appeared slightly wavy, but they showed no discernible differences between the genotypes. LPC at 300 *μ*g/mL severely inhibited root growth in both the WT and *lpcat* (Supplementary Fig. S2). The absence of a distinct growth phenotype in the *lpcat* mutant, and the observation that the WT also exhibited growth inhibition at high LPC levels, suggest that compensatory metabolic pathways likely buffered the effects of elevated LPC, thereby masking any *lpcat*-specific phenotype. Specifically, LPC can undergo further deacylation by lysophospholipases (LysoPL). Multiple isoforms of lysophospholipase (LysoPL) are present in *Arabidopsis*, which could detoxify LPC (Gao et al. 2010, Miao et al. 2019) by cleaving the carboxylic ester bond, releasing a fatty acid and glycerophosphocholine (GPC). We, thus, took a chemical biology approach by supplementing lyso-platelet-activating factor (lysoPAF), which is an alkyl homolog of LPC (Fig. 2a), in the growth media. LysoPAF shares the same geometrical shape as LPC; it can be efficiently acylated by LPCAT to generate a cylindrical phospholipid; but due to the ether linkage at the *sn-1* position, lysoPAF is recalcitrant to breakdown by lysoPL (Robinson and Snyder 1985). When grown on MS medium supplemented with lysoPAF, the *lpcat* seedlings exhibited a pronounced hypersensitivity to lysoPAF. The primary roots of both the WT and *lpcat* reached about 1 cm after 4 days under continuous light without lysoPAF. At 20 *μ*g/mL of lysoPAF, the *lpcat* roots were reduced to about two-thirds of the length of the WT; and at 35 *μ*g/mL, the *lpcat* root length was further reduced to only one-third of the WT. At 50 *μ*g/mL, root growth in the *lpcat* mutant was nearly arrested (Fig. 2b and c).

**Figure 2:**
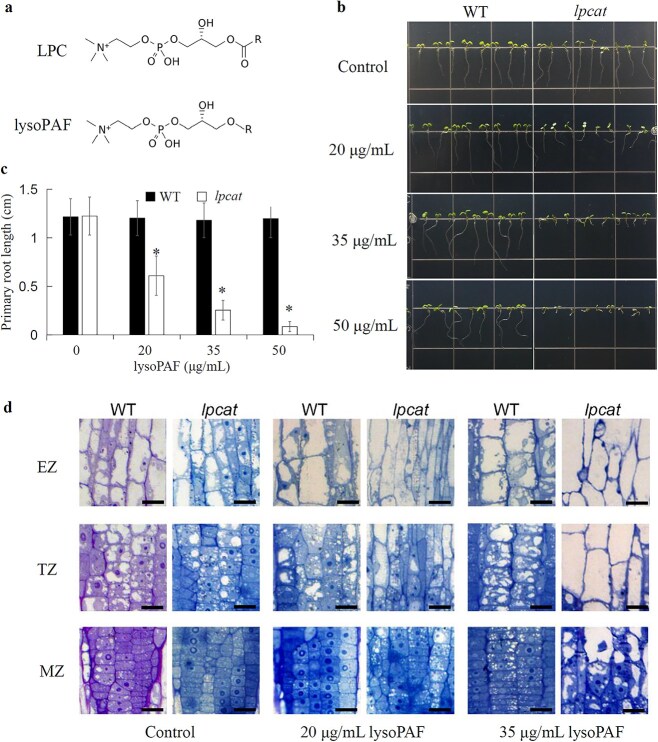
*Lpcat* roots are hypersensitive to lysoPAF. (a) Chemical structures of LPC and its alkyl analog, lysoPAF. (b) Seedlings grown on an MS medium supplemented with 0 *μ*g/mL (control), 20, 35, or 50 *μ*g/mL of lysoPAF under continuous light. Images were taken 4 days after germination. (c) Primary root length was quantified using ImageJ. Data are the means ± SD (n = 10–15). Asterisks denote significant differences compared with the WT (*P* < 0.05; two-tailed Student’s *t*-test). (d) Light microscopy of root cells in the MZ, TZ, and EZ. Scale bars = 10 *μ*m.

We next performed semi-thin transverse sectioning of the roots and examined them by light microscopy, focusing on developmental zones that were previously defined as: the meristem zone (MZ, up to 0.15 mm from the root tip), the transition zone (TZ, about 0.30 mm), and the elongation zone (EZ, 0.45−2 mm) (Birnbaum et al. 2003). In the absence of lysoPAF, the *lpcat* root cells were largely indistinguishable from the WT in all three zones (Fig. 2d, left two panels). At 20 *μ*g/mL of lysoPAF, the WT roots showed no apparent cellular changes, whereas the *lpcat* roots exhibited excessive vacuolation starting from the MZ (Fig. 2d, middle two panels). At 35 *μ*g/mL of lysoPAF, large vacuoles were prominent in the MZ of the *lpcat* mutant, and vacuolation in the TZ reached levels comparable with those in the EZ (Fig. 2d, right two panels).

### Inhibition of PLA_2_ alleviates lysoPAF-induced hypersensitivity in the *lpcat* root growth

The Lands cycle operates with the sequential steps of PC deacylation by phospholipase A_2_ (PLA_2_) and LPC reacylation through LPCATs. In the *lpcat* mutant, the reacylation step is impaired, leading to an accumulation of LPC and an elevated LPC/PC ratio. We reasoned that if the lysoPAF-induced root growth phenotype arises directly from an imbalance in the Lands cycle, i.e. specifically from excessive LPC relative to PC, then inhibiting the deacylation step with PLA₂ should alleviate the phenotype. To test this, we applied a chemical, ONO-RS-082 (2-[*p*-amylcinnamoyl] amino-4-chlorobenzoic acid, C_21_H_22_ClNO_3_, hereafter referring to as ONO), which is a phospholipase A_2_ antagonist (de Figueiredo et al. 1998) that has been shown to inhibit at least three of the four *Arabidopsis* PLA_2_ isoforms in Arabidopsis (Lee et al. 2010) (Fig. 3a). ONO alone had no noticeable effect on growth or development under our experimental conditions (Fig. 3b and c). When combined with 20 *μ*g/mL of lysoPAF, ONO (50 *μ*g/mL) effectively suppressed the short root growth phenotype of the *lpcat* mutant (Fig. 3b and c). These results indicate that the hypersensitivity of the *lpcat* mutant to lysoPAF was likely a consequence of an impaired Lands cycle (Hill and Lands 1970), although secondary metabolic adjustments cannot be ruled out.

**Figure 3:**
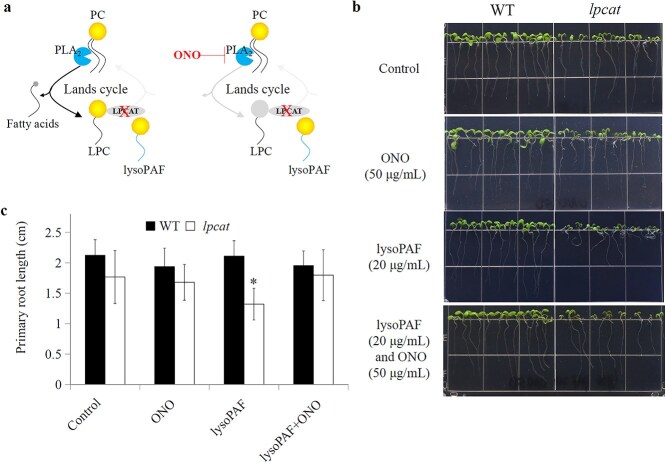
The phospholipase A_2_ inhibitor ONO alleviates the lysoPAF-induced inhibition of root growth. (a) A schematic representation of the ONO-mediated inhibition of the deacylation step in the Lands cycle. (b) The effects of the combined application of lysoPAF and ONO on root growth. (c) The primary root length was quantified using ImageJ. Data are presented as the means ± SD (n = 15). Asterisks denote significant differences compared with the WT (*P* < 0.05; Student’s *t*-test).

### Arabidopsis LPCATs are ER resident proteins

LPCATs belong to the membrane-bound O-acyltransferase (MBOAT) superfamily, whose members share a conserved structural fold characteristic of Membrane-bound O-acyltransferases (MBOATs) enzymes and are predominantly, though not exclusively, integral ER membrane proteins. The precise subcellular localization of the Arabidopsis LPCATs remains to be fully established. We generated enhanced green fluorescent protein (EGFP) fusion constructs with EGFP fused either to the N-terminus (EGFP-LPCAT) or the C-terminus (LPCAT-EGFP) (Fig. 4a). In transgenic plants expressing EGFP-LPCAT, fluorescence was primarily localized to the ER, as signals from the ER marker HDEL-CFP merged with those from the LPCATs (Fig. 4b, upper panel). By contrast, the LPCAT-EGFP plants exhibited fluorescence both in the ER and in small, punctuate structures, which co-localized with the Golgi marker CD3-968 (Fig. 4b, middle panel).

**Figure 4:**
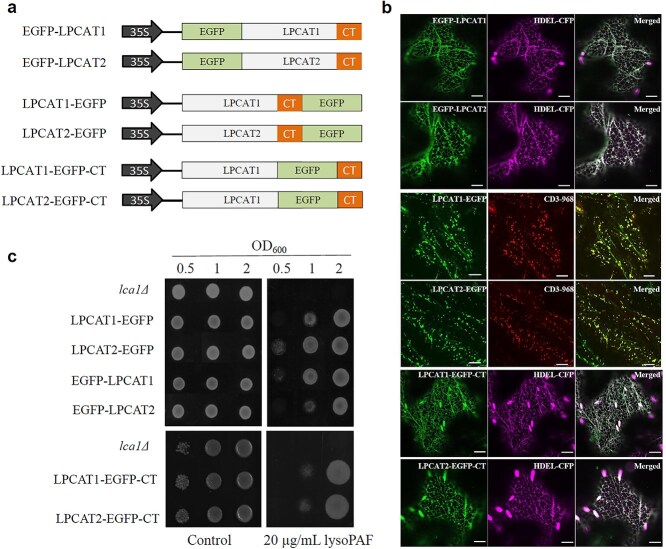
Cellular localization of *Arabidopsis* LPCAT proteins. (a) Schematic diagrams of vectors for EGFP fusion constructs with LPCAT1 or LPCAT2: EGFP-LPCAT, with EGFP fused to the N-terminus; LPCAT-EGFP, with EGFP fused after the C-terminal ER retention motif “RKEE”; and LPCAT-EGFP-CT, with EGFP inserted immediately before the “RKEE” motif. (b) Confocal microscopy images showing the subcellular localization of EGFP-LPCAT fusion proteins. Upper panel: EGFP-LPCAT co-localized with the luminal ER marker HDEL-CFP. Middle panel: LPCAT-EGFP co-localized with the Golgi marker CD3–968. Lower panel: LPCAT-EGFP-CT co-localized with HDEL-CFP in the ER. Scale bars = 20 *μ*m. (c) A functional assessment of LPCAT activity for all constructs in the yeast *lca1Δ* mutant, which lacks the LPCAT homolog. Yeast cells were grown in an induction medium and diluted to OD_600_ ₀₀ = 0.5, 1, and 2. Approximately 5 *μ*L of each dilution was spotted onto SC-Ura plates (control) or SC-Ura plates supplemented with 20 *μ*g/mL of lysoPAF. The assay for LPCAT-EGFP-CT was performed separately from the other constructs; a corresponding control is shown in the lower panel.

Both Arabidopsis LPCATs have a putative C-terminal ER retention motif, “RKEE.” To determine whether the C-terminal GFP fusion in the LPCAT-EGFP constructs masked the putative RKEE motif and affected ER retention, we generated versions in which EGFP was positioned upstream of this motif (LPCAT-EGFP-CT) (Fig. 4a). As expected, the fluorescence from these constructs was largely restricted to the ER, as confirmed by a complete overlap with the ER marker (Fig. 4b, lower panel), thereby validating the ER localization of the LPCATs. Across all constructs, LPCTA1 and LPCAT2 displayed similar intracellular localization patterns.

To verify that all LPCAT and EGFP fusion proteins were enzymatically active, we expressed the fusion constructs in the yeast *lpcat* (∆*lca1*) mutant, which is a strain known to be sensitive to lysoPAF (Chen et al. 2007, Zheng et al. 2012). All constructs, regardless of the EGFP position, complemented the yeast mutant, demonstrating that they retained functional LPCAT activity (Fig. 4c).

The root growth sensitivity of the *lpcat* mutant to lysoPAF provided an opportunity to examine if the ER-localized LPCAT GFP-fusions are functional in suppressing lysoPAF sensitivity. We introduced the enzymatically active LPCAT1-EGFP and LPCAT2-EGFP into the *lpcat* mutant. Positive transgenic lines were tested for root growth in the presence of lysoPAF. Transgenic lines expressing either LPCAT1 or LPCAT2 restored the root growth of the *lpcat* mutant under lysoPAF treatment (Supplementary Fig. S3). These results indicate that an ER-localized LPCAT is sufficient to rescue the *lpcat* root growth sensitivity to lysoPAF. They also confirmed that the lysoPAF sensitivity observed in the *lpcat* mutant was caused by the loss of LPCAT function itself, and not by other background mutations in the Salk lines.

### Transcriptome changes signify ER stress and impaired endomembrane trafficking in *lpcat*

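Roots of WT (Col-0) and *lpcat* seedlings were sequenced at an age of 5 days after growth on control medium, on 20 µg/mL of lysoPAF, or on 20 µg/mL of lysoPAF with ONO-RS-082 (ONO). LysoPAF is an analog of LPC with an alkyl chain in ether linkage, and ONO is an inhibitor of phospholipase A2. The dose of ONO is 50 µg/mL in the paper and 50 µM in the sample labels. Each genotype and medium has 3 libraries, 18 in all. The labels do not say whether the replicates came from separate cultures. LPCAT1 (AT1G12640), one of the genes disrupted in *lpcat*, was lower in all lpcat libraries, which lay between 47.3 and 72.1 normalized counts, while the WT libraries lay between 247 and 342. On control medium the values were 59.5 ± 12.4 normalized counts in lpcat and 264 ± 26.8 in WT (SD, n = 3; log2 fold change -2.15, standard error 0.14, limma adjusted p = 2.33e-08). LPCAT2 (AT1G63050), the other disrupted gene, was higher in lpcat on control medium, at 485 ± 49.6 against 216 ± 18.5 normalized counts (SD, n = 3; log2 fold change 1.16, standard error 0.10, limma adjusted p = 4.67e-07). Reads were counted over each gene as a whole, so the values do not show where along LPCAT2 they lie. The deposited values are normalized counts, which the authors made with DESeq2 by dividing the read counts per gene by 1 size factor per library. Their logarithms to base 2, after adding 1, were compared between groups with limma, with a trend of the variance over expression, in 1 fit over all libraries. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1. The test covered 23760 genes with at least 5 reads over all libraries, at 8681898 to 16767002 reads per library. In a principal component analysis of the 2000 most variable genes, the first component held 30.7% of the variance and the second 15.2%. lpcat control replicate 2 stood apart from its group, at 32.5 on the first component, while lpcat control replicates 1 and 3 were at -31.2 and -34.4 and the lpcat lysoPAF libraries between 30.9 and 37.6. It was kept in its labelled group, and counts that move without it are given beside the result.

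**Figure D1:**
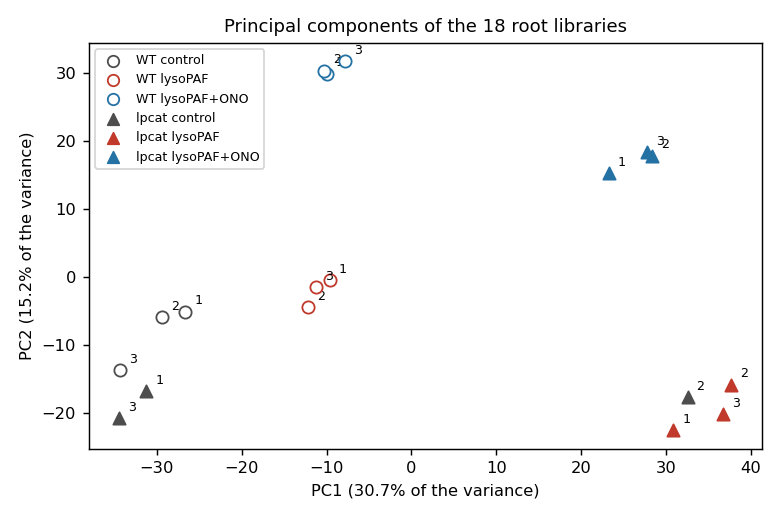
Principal component analysis of the 18 root libraries. Each point is a library, placed by its score on the first component (horizontal axis, 30.7% of the variance) and the second (vertical axis, 15.2%). Filled triangles are lpcat and open circles WT, the color gives the medium and the number the replicate; lpcat control replicate 2 lies at 32.5 on the horizontal axis, beside the lpcat lysoPAF libraries.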

To seek insight into the molecular mechanism underlying the *lpcat* root phenotype, we conducted an RNAseq analysis of roots raised in the presence or absence of lysoPAF, and in combination with ONO. Pairwise comparisons between the *lpcat* mutant and the WT were conducted to identify differentially expressed genes (DEGs). 

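On control medium, genes of root hair cells were higher in *lpcat* roots than in WT roots. Of 16 such genes, 13 were higher and 0 lower (15 and 0 adjusted over the list alone), with a median log2 fold change of 0.72 (camera adjusted p = 1.41e-22, and adjusted p = 0.0161 with an estimated correlation). RHS12 had a log2 fold change of 0.90 (standard error 0.10, limma adjusted p = 3.84e-05), followed by RHS13 (log2 fold change 0.72, limma adjusted p = 0.00015). COBL9, which is needed for the growth of root hairs, had a log2 fold change of 0.67 (limma adjusted p = 0.000495), and the expansin EXPA18 one of 0.66 (limma adjusted p = 0.000964). Of 65 class III peroxidases, which act on hydrogen peroxide in the cell wall, 12 were higher and 0 lower (17 and 0 adjusted over the list alone), with a median log2 fold change of 0.27 (camera adjusted p = 6.67e-09, and adjusted p = 0.0161 with an estimated correlation). PER57 was at 0.66 and PER7 at 0.76 on the log2 scale. Among 10 endodermal genes, 6 were higher and 0 lower (7 and 0 adjusted over the list alone), with a median log2 fold change of 0.43 (camera adjusted p = 6.03e-08, and adjusted p = 0.0322 with an estimated correlation). CASP1, a protein of the Casparian strip, had a log2 fold change of 0.57, and the receptor kinase SGN3 one of 0.39. Of 35 vacuolar genes, 5 were higher and 0 lower (7 and 0 adjusted over the list alone), with a median log2 fold change of 0.18 (camera adjusted p = 5.23e-10, and adjusted p = 0.0242 with an estimated correlation). Those that rose include the proton pump subunit VHA-a3 (log2 fold change 0.41) and the aquaporins TIP2;1 (0.59) and TIP2;3 (0.85). Of 21 genes of EXO70 exocyst subunits, 3 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median log2 fold change of 0.16 (camera adjusted p = 0.00135, and adjusted p = 0.0402 with an estimated correlation). EXO70C1 had a log2 fold change of 0.55 and EXO70B2 one of 0.56. Of 13 suberin genes, 3 were higher and 0 lower (9 and 0 adjusted over the list alone), with a median log2 fold change of 0.49 (camera adjusted p = 8.66e-08, and adjusted p = 0.095 with an estimated correlation). The transporter gene ABCG2 had a log2 fold change of 0.60. For the phosphate starvation list of 17 genes, 1 was higher and 0 lower (9 and 0 adjusted over the list alone), with a median log2 fold change of 0.78 (camera adjusted p = 3.72e-07, and adjusted p = 0.144 with an estimated correlation). The gene that passed over all genes was the phosphate transporter gene PHT1;4 (log2 fold change 0.88).

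Single genes moved further. AT2G01422, annotated as a noncoding RNA, was at 107 ± 40.5 normalized counts in lpcat (SD, n = 3) and at 0 in the 3 WT libraries. AT1G63055, whose locus lies 1 tested gene from LPCAT2, was at 99.2 ± 41.5 against 6.11 ± 1.67 (log2 fold change 3.77, standard error 0.29, limma adjusted p = 2.1e-07). AT2G31141 (log2 fold change 3.14, limma adjusted p = 0.00415) and AT1G24140 (log2 fold change 2.60, limma adjusted p = 0.0292) were also higher. AT5G35935 and AT5G44925 had log2 fold changes of 2.70 and 2.84; both are annotated as pseudogenes and their reads are uncertain. The call for AT5G44925 ends without WT control replicate 1 or 2 (limma adjusted p = 0.0617 and 0.155) or lpcat control replicate 3 (limma adjusted p = 0.0561). AT1G24140 loses its call without WT control replicate 2 or 3 (limma adjusted p = 0.0711 and 0.152), and without lpcat control replicate 2 its log2 fold change is 1.75 (limma adjusted p = 0.0477). Lower genes were the jasmonate oxidase gene JOX3 (log2 fold change -3.14, limma adjusted p = 0.0114, and -4.05 without lpcat control replicate 2), MRD1 (log2 fold change -2.84, limma adjusted p = 3.79e-10) and AT3G19320 (log2 fold change -1.79, limma adjusted p = 0.00407). In all, limma called 82 genes higher and 21 lower, a share of 79.6% higher. That share was 93.2% with DESeq2 without shrinkage and 92% with edgeR's RLE scaling, which called 150 and 138 genes higher and 11 and 12 lower. DESeq2 with shrunken fold changes called 14 higher and 4 lower. A fit of the control libraries alone called 2 and 1, and LPCAT1 and LPCAT2 did not pass in it (limma adjusted p = 0.0883 for both). Without lpcat control replicate 2, 150 genes were higher and 73 lower. Without lpcat control replicate 3, 129 were higher. Without WT control replicate 1, 2 or 3, 54, 49 and 48 were higher and 11, 11 and 12 lower.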

A total of 153 DEGs were found in the roots between the *lpcat* mutant and the WT when grown on MS plates, of which 141 were up-regulated, and 12 were down-regulated. 

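With lysoPAF in the medium, genes of phosphate starvation were higher in *lpcat* than in WT roots. Of 17 genes, 14 were higher and 0 lower (14 and 0 adjusted over the list alone), with a median log2 fold change of 1.30 (camera adjusted p = 4.66e-12, and adjusted p = 0.0793 with an estimated correlation). PECP1, a phosphatase acting on phosphocholine and phosphoethanolamine, was at 46.9 ± 14.6 normalized counts in lpcat and 1.33 ± 1.63 in WT (SD, n = 3; log2 fold change 4.55, standard error 0.55, limma adjusted p = 4.75e-05). MGD3, a galactolipid synthase, had a log2 fold change of 2.92 (limma adjusted p = 0.000932), and the phosphodiesterase gene GDPD1 one of 1.30 (limma adjusted p = 0.000457). Cytosolic heat shock genes moved in the same direction: of 18, 12 were higher and 0 lower (14 and 0 adjusted over the list alone), with a median log2 fold change of 1.52 (camera adjusted p = 4.66e-12, and adjusted p = 0.0793 with an estimated correlation). HSP70-4 (log2 fold change 1.29, limma adjusted p = 1.87e-06), HSP90.1 (log2 fold change 1.75, limma adjusted p = 1.44e-05) and the coactivator gene MBF1C (log2 fold change 1.95, limma adjusted p = 0.000217) are examples. Of 17 genes of abscisic acid and dehydration, 11 were higher and 0 lower (12 and 0 adjusted over the list alone), with a median log2 fold change of 0.84 (camera adjusted p = 1.6e-07, and adjusted p = 0.0793 with an estimated correlation). RD29A was at a log2 fold change of 1.91, NCED3, which makes an abscisic acid precursor, at 1.76, and the dehydrin gene ERD10 at 0.80. Of 10 xylem genes, 9 were higher and 0 lower (9 and 0 adjusted over the list alone), with a median log2 fold change of 0.54 (camera adjusted p = 1.42e-08, and adjusted p = 0.0736 with an estimated correlation). The cellulose synthase genes of the secondary wall CESA4, CESA8 and CESA7 had log2 fold changes of 0.62, 0.65 and 0.51. Of 13 suberin genes, 8 were higher and 0 lower (10 and 0 adjusted over the list alone), with a median log2 fold change of 0.56 (camera adjusted p = 1.89e-07, and adjusted p = 0.0911 with an estimated correlation). CYP86A1 and GPAT5, which make suberin monomers, had log2 fold changes of 0.89 and 1.18. For 25 genes of glutathione S-transferases, 8 were higher and 0 lower (12 and 1 adjusted over the list alone), with a median log2 fold change of 0.43 (camera adjusted p = 7.64e-06, and adjusted p = 0.0793 with an estimated correlation). GSTU5 had a log2 fold change of 1.74. For the 12 nuclear genes of the mitochondrial dysfunction regulon, 6 were higher and 0 lower (8 and 0 adjusted over the list alone), with a median log2 fold change of 0.95 (camera adjusted p = 1.11e-05, and adjusted p = 0.174 with an estimated correlation). The transcription factor gene NAC013 was at 1.48 and the alternative oxidase gene AOX1A at 1.21 on the log2 scale. In the same libraries, the share of reads on mitochondrially encoded genes was 0.115 ± 0.0229% in lpcat and 0.0539 ± 0.0233% in WT (SD, n = 3). Of 21 genes of iron deficiency, 6 were higher and 1 lower (8 and 2 adjusted over the list alone), with a median log2 fold change of 0.92 (camera adjusted p = 0.000868, and adjusted p = 0.307 with an estimated correlation). The peptide gene IMA3 had a log2 fold change of 4.00 and the transporter gene OPT3 1.70, whereas the regulator FIT was at -0.78. Of 35 vacuolar genes, 6 were higher and 1 lower (9 and 2 adjusted over the list alone), with a median log2 fold change of 0.13 (camera adjusted p = 0.00153, and adjusted p = 0.184 with an estimated correlation). Of 16 root hair genes, 4 were higher and 0 lower (5 and 0 adjusted over the list alone), with a median log2 fold change of 0.31 (camera adjusted p = 0.000122, and adjusted p = 0.241 with an estimated correlation).

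Among single genes, CYP707A4, which encodes an enzyme that breaks down abscisic acid, had a log2 fold change of 4.13 (standard error 0.64, limma adjusted p = 0.000446), and the transporter gene ABCG40 had a log2 fold change of 3.80 (standard error 0.97, limma adjusted p = 0.0146). The call for ABCG40 ends without WT lysoPAF replicate 1 (limma adjusted p = 0.0714) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.0553 and 0.0553). The neighbouring genes AT4G22485 and AT4G22505, which belong to one family and may share reads, were at 202 ± 166 and 105 ± 116 normalized counts in lpcat (SD, n = 3), against 4.20 ± 2.19 for the first in WT and 0 for the second in the 3 WT libraries. On control medium AT4G22485 was at 1959, 3.80 and 2080 and AT4G22505 at 974, 0 and 1139 in lpcat control replicates 1, 2 and 3, so the excess over WT is larger there in 2 of 3 libraries, although the groups did not pass the test (limma adjusted p = 0.116 and 0.166). The call for AT4G22485 (limma adjusted p = 0.0277) ends without WT lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.104, 0.0612 and 0.067) or lpcat lysoPAF replicate 1 or 3 (limma adjusted p = 0.0663 and 0.121). The call for AT4G22505 (limma adjusted p = 0.022) ends without WT lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.0657, 0.0624 and 0.0658) or lpcat lysoPAF replicate 3 (limma adjusted p = 0.108). AT5G52710 (log2 fold change -3.88, limma adjusted p = 0.00118), AT5G59260 (log2 fold change -3.61, limma adjusted p = 0.00218), AT2G14510 (log2 fold change -3.55, limma adjusted p = 0.000182) and AT5G59680 (log2 fold change -3.48, limma adjusted p = 0.0026) fell furthest. Limma called 496 genes higher and 287 lower. DESeq2 with shrunken fold changes called 123 and 48. Without lpcat lysoPAF replicate 2, 321 genes were higher, and without WT lysoPAF replicate 1, 185 were lower.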

The number of DEGs rose to 666 when treated with lysoPAF, among which 408 were elevated and 258 were suppressed. 

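With ONO added to lysoPAF, cytosolic heat shock genes were higher in *lpcat* than in WT roots. Of 18 genes, 10 were higher and 0 lower (12 and 0 adjusted over the list alone), with a median log2 fold change of 1.31 (camera adjusted p = 2.9e-13, and adjusted p = 0.112 with an estimated correlation). HSP70-4 (log2 fold change 1.19, standard error 0.12, limma adjusted p = 5.72e-06), HSP90.1 (log2 fold change 1.58, limma adjusted p = 6.66e-05) and HSP18.2 (log2 fold change 1.56, limma adjusted p = 0.00327) are examples. The small heat shock protein gene HSP17.6A rose further (log2 fold change 4.08, limma adjusted p = 0.0151), a call that ends without WT lysoPAF+ONO replicate 1 or 2 (limma adjusted p = 0.0624 and 0.0823) or lpcat lysoPAF+ONO replicate 1 or 2 (limma adjusted p = 0.052 and 0.0734). For the mitochondrial dysfunction regulon of 12 genes, 6 were higher and 0 lower (7 and 0 adjusted over the list alone), with a median log2 fold change of 1.07 (camera adjusted p = 4.28e-07, and adjusted p = 0.138 with an estimated correlation). OM66, an outer membrane protein of mitochondria, was at a log2 fold change of 1.37, and the oxidase gene AOX1D at 2.53. In these libraries, the share of reads on mitochondrially encoded genes was 0.0494 ± 0.00338% in lpcat and 0.0237 ± 0.00262% in WT (SD, n = 3). Of 13 suberin genes, 5 were higher and 0 lower (9 and 0 adjusted over the list alone), with a median log2 fold change of 0.35 (camera adjusted p = 2.4e-08, and adjusted p = 0.121 with an estimated correlation). The reductase gene FAR1 was at 0.85 and ABCG2 at 0.67 on the log2 scale. Of 10 xylem genes, 3 were higher and 0 lower (9 and 0 adjusted over the list alone), with a median log2 fold change of 0.40 (camera adjusted p = 1.54e-07, and adjusted p = 0.102 with an estimated correlation). Root hair genes did not move together in this medium: of 16, 0 were higher and 0 lower (0 and 0 adjusted over the list alone), with a median log2 fold change of -0.034 (camera adjusted p = 0.29, and adjusted p = 0.737 with an estimated correlation). For phosphate starvation, of 17 genes 1 was higher and 1 lower (11 and 2 adjusted over the list alone), with a median log2 fold change of 0.64 (camera adjusted p = 0.000443, and adjusted p = 0.456 with an estimated correlation). The gene that rose was PS2 (log2 fold change 1.53) and the one that fell the transporter gene PHT1;1 (-0.63). Of 23 genes of chitin response and defence, 6 were higher and 2 lower (9 and 3 adjusted over the list alone), with a median log2 fold change of 0.13 (camera adjusted p = 0.0901, and adjusted p = 0.456 with an estimated correlation; camera adjusted p = 0.0357 without lpcat control replicate 2). The transcription factor genes WRKY33 and WRKY30 had log2 fold changes of 0.84 and 1.84, and CYP71A12, of indolic defence metabolism, -1.17.

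Genes with the largest change included DREB19 (log2 fold change 4.49, standard error 0.93, limma adjusted p = 0.0117) and CYP707A4 (log2 fold change 4.04, limma adjusted p = 0.00135) among those that rose, and LPCAT1, MRD1 (log2 fold change -2.60), AT3G19320 (-2.16) and AT1G65486 (-2.11) among those that fell. The call for DREB19 ends without WT lysoPAF+ONO replicate 1 or 2 (limma adjusted p = 0.0549 and 0.053) or lpcat lysoPAF+ONO replicate 2 (limma adjusted p = 0.0772). Limma called 226 genes higher and 49 lower. Without lpcat control replicate 2 in the shared fit the counts were 402 and 105. Leaving out WT lysoPAF+ONO replicate 1 or 2 gave 93 and 89 higher and 20 and 24 lower. Leaving out lpcat lysoPAF+ONO replicate 2 gave 75 and 20, without lpcat lysoPAF+ONO replicate 3 116 were higher, and without lpcat lysoPAF+ONO replicate 1 26 were lower.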

The number of DEGs was reduced to 279 when grown on plates supplemented with lysoPAF plus ONO, of which 64 were down-regulated and 215 were up-regulated (Fig. 5a, Supplementary Data S2). Venn diagrams showed that 245 and 224 genes were up-regulated and down-regulated, respectively, under lysoPAF treatment (Fig. 5b and c). 

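Of the genes called higher in *lpcat* under lysoPAF, 365 were called in neither of the other media, 91 also with ONO, 25 also on control medium and 15 in all 3 media. Of those called lower, 267 were called in neither other medium, 13 also with ONO, 2 also on control medium and 5 in all 3. Calls were counted for each direction alone. With ONO, 2 genes were called in the direction opposite to that under lysoPAF, and they count among the 365 or the 267. The higher genes called under lysoPAF and in neither other medium include PECP1, BZIP60, DCD, ARFB1A, PRA1.F1, SEC1B, ABCG40 and the peroxidase gene PER58. The lower ones include EXO70H2, the anion channel gene SLAH1, AT5G52710, AT5G59260 and AT2G14510. A call in 1 medium does not show a difference between media. Of the 365 higher genes, 306 had a positive log2 fold change on control medium too and 318 with ONO; their median log2 fold change was 0.57 on control medium, 1.64 under lysoPAF and 0.70 with ONO. Of the 267 lower genes, 230 and 218 had a negative one, with medians of -0.41, -1.41 and -0.53. The values on control medium depend on lpcat control replicate 2. Left out, it leaves 227 of the 365 higher genes positive on control medium, with a median of 0.19, and 109 of the 267 lower genes negative, with a median of 0.12, so the sign of that median turns. This fit was chosen after seeing the values. The medians under lysoPAF are enlarged by selection, since the genes were chosen in that medium. Those in the other media are made smaller, since genes called there in the same direction were left out. Over all 496 genes called higher under lysoPAF the medians were 0.66 on control medium and 0.85 with ONO. Over all 287 called lower they were -0.41 and -0.54. The interaction of genotype with lysoPAF passed limma's test in 3 of the 365 higher and 1 of the 267 lower genes, and the interaction with ONO in 25 and 17. These counts are not stable. Over all genes the lysoPAF interaction passed in 13, in 2256 without lpcat control replicate 2, in 0 or 1 without any 1 of WT control replicates 1, 2 and 3, lpcat control replicates 1 and 3, WT lysoPAF replicates 1 and 3 and lpcat lysoPAF replicates 2 and 3, and in 175 with DESeq2 without shrinkage. The ONO interaction passed in 299, from 48 without lpcat lysoPAF replicate 2 to 1179 without lpcat control replicate 2, and in 648 with DESeq2 without shrinkage. Without lpcat lysoPAF replicate 2, 240 higher genes were called in lysoPAF and in neither other medium, and without WT lysoPAF replicate 1, 175 lower genes; DESeq2 with shrunken fold changes gave 104 and 44.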

The DEGs could be categorized into six clusters (Fig. 5d). 

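The 984 genes called in any medium, a few of which are entries of the same locus, were grouped into 6 clusters by complete linkage. The grouping used the group means of their log2 normalized counts, standardized for each gene. Each cluster is described by its mean standardized value per group. Cluster 1 held 336 genes, lowest in WT control roots (-1.09) and highest in lpcat under lysoPAF (0.98) and with ONO (1.03). Its listed members include 8 phosphate starvation genes, among them PECP1, SPX1, PLDZ2 and MGD3, 7 genes of the mitochondrial dysfunction regulon, among them AOX1A, NAC013 and UPOX, and the UPR genes BZIP60 and NAC103. Cluster 2 held 197 genes, highest in lpcat under lysoPAF (1.40) and at 0.32 with ONO; the iron peptide genes IMA2 and IMA3, the methyltransferase gene NMT1, RD29A, RD29B, ARFB1A and PRA1.F1 are in it. Clusters 3 and 4 held 175 and 121 genes and were lowest in lpcat under lysoPAF, at -1.54 and -1.44; with ONO they were at -0.062 and -0.61. EXO70H2, LPCAT1 and F5H belong to cluster 3, and the nitrate transporter gene NRT1.5 to cluster 4. Cluster 5 held 111 genes, low in WT with ONO (-1.23) and high in lpcat under lysoPAF (0.98) and with ONO (0.87); it holds 7 cytosolic heat shock genes, ERDJ3A, TIN1 and CDC48D. Cluster 6 held 44 genes, highest in WT with ONO (1.17), with the defence genes CYP71A12 and CYP71A13 and with JOX3 among them. All lpcat control means include lpcat control replicate 2. With average linkage the largest cluster held 584 genes, and the adjusted Rand index between both groupings was 0.43.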

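Under lysoPAF, of 40 genes of the unfolded protein response (UPR) and of protein folding in the ER, 6 were higher in *lpcat* than in WT and 0 lower (6 and 0 adjusted over the list alone), with a median log2 fold change of 0.088 (camera adjusted p = 0.00681, and adjusted p = 0.311 with an estimated correlation). With ONO, 6 were higher and 0 lower (7 and 0 adjusted over the list alone), with a median log2 fold change of 0.049 (camera adjusted p = 0.00805, and adjusted p = 0.456 with an estimated correlation). On control medium, 0 were higher and 1 lower (1 and 1 adjusted over the list alone), with a median log2 fold change of -0.047 (camera adjusted p = 0.614, and adjusted p = 0.828 with an estimated correlation). The lower gene was the nucleotide sugar transporter gene UTR3 (log2 fold change -0.36, limma adjusted p = 0.0155). The mean log2 fold change of the list was 0.082 there, against its negative median. For 11 genes of ER-associated degradation under lysoPAF, 4 were higher and 0 lower (4 and 1 adjusted over the list alone), with a median log2 fold change of -0.035 (camera adjusted p = 0.23, and adjusted p = 0.429 with an estimated correlation). Those that rose include CDC48E (log2 fold change 0.56, limma adjusted p = 0.000127), CDC48A (log2 fold change 0.59, limma adjusted p = 0.000563) and the ubiquitin-conjugating enzyme gene UBC32 (log2 fold change 0.33, limma adjusted p = 0.0323). The mean of this list was 0.21, against its negative median. For 36 genes of PC synthesis and turnover under lysoPAF, 9 were higher and 0 lower (9 and 1 adjusted over the list alone), with a median log2 fold change of 0.048 (camera adjusted p = 0.0254, and adjusted p = 0.0911 with an estimated correlation). NMT1, a methyltransferase that acts on phosphoethanolamine, was at 3849 ± 178 normalized counts in lpcat and 1608 ± 164 in WT (SD, n = 3; log2 fold change 1.26, standard error 0.086, limma adjusted p = 2.3e-08), and the phospholipase D gene PLDZ2 had a log2 fold change of 1.55. On control medium, 3 were higher and 1 lower (4 and 1 adjusted over the list alone), with a median log2 fold change of 0.081 (camera adjusted p = 0.0546, and adjusted p = 0.144 with an estimated correlation). The lower gene was the patatin-like lipase gene PLP2 (-1.17 on the log2 scale). With ONO, 2 were higher and 0 lower (6 and 0 adjusted over the list alone), with a median log2 fold change of 0.064 (camera adjusted p = 0.283, and adjusted p = 0.456 with an estimated correlation). For 20 genes of the phenylpropanoid pathway under lysoPAF, 1 was higher and 1 lower (1 and 1 adjusted over the list alone), with a median log2 fold change of -0.056 (camera adjusted p = 0.543, and adjusted p = 0.83 with an estimated correlation). The higher gene was CCR2, a cinnamoyl-CoA reductase (log2 fold change 0.87, limma adjusted p = 0.00888), and the lower one F5H, a ferulate hydroxylase (log2 fold change -1.19, limma adjusted p = 0.018). With ONO, 2 were higher and 1 lower (3 and 6 adjusted over the list alone), with a median log2 fold change of -0.12 (camera adjusted p = 0.0129, and adjusted p = 0.456 with an estimated correlation). F6H1, of coumarin synthesis, was at -1.15 and CAD5 at 0.38 on the log2 scale. On control medium, 0 were higher and 0 lower (0 and 0 adjusted over the list alone), with a median log2 fold change of 0.037 (camera adjusted p = 0.614, and adjusted p = 0.828 with an estimated correlation). Under lysoPAF, of the 65 class III peroxidases, some of which polymerize lignin, 14 were higher and 4 lower (19 and 6 adjusted over the list alone), with a median log2 fold change of 0.051 (camera adjusted p = 0.106, and adjusted p = 0.374 with an estimated correlation). PER62 was at 1.61 and PER52 at 2.99 on the log2 scale. With ONO, 9 were higher and 4 lower (14 and 13 adjusted over the list alone), with a median log2 fold change of 0.075 (camera adjusted p = 0.803, and adjusted p = 0.864 with an estimated correlation). The lists are selections of genes written by hand and differ from the KEGG sets.

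**Figure D2:**
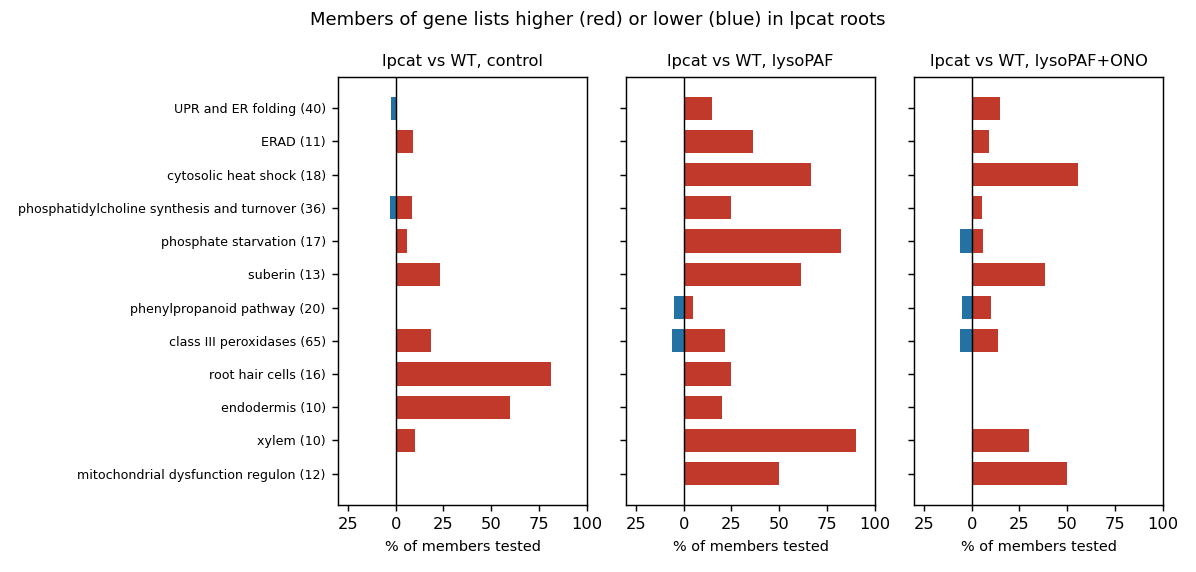
Members of 12 gene lists that were higher (red, right of 0) or lower (blue, left of 0) in lpcat than in WT roots at a limma adjusted p under 0.05 over all genes, as a percentage of the members tested (number in brackets). The panels are control medium, lysoPAF, and lysoPAF with ONO. No bar means that no member passed.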

KEGG enrichment showed that a number of up-regulated genes are involved in protein processing in the ER, lipid metabolism, and phenylpropanoid biosynthesis (Fig. 5d).

**Figure 5:**
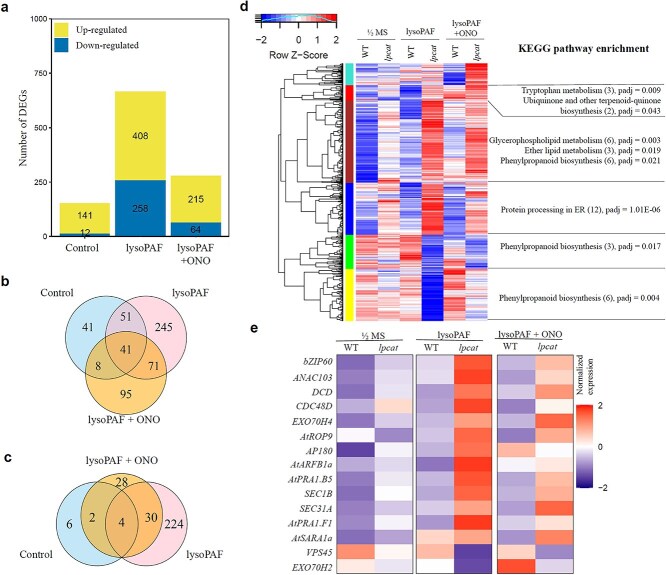
Transcriptomic alterations in the roots of the WT and the *lpcat* mutant under chemical treatments. WT and *lpcat* seedlings were grown on a ½ MS medium (control), ½ MS supplemented with 20 *μ*g/mL of lysoPAF (lysoPAF), or ½ MS supplemented with 20 *μ*g/mL of lysoPAF and 50 *μ*g/mL of ONO-RS-082 (lysoPAF + ONO). (a) The total number of DEGs between the WT and *lpcat*. (b, c) Venn diagrams showing the overlap of upregulated (b) and downregulated (c) DEGs. (d) Hierarchical clustering of DEGs between the WT and *lpcat* across treatments. (e) Normalized expression counts of DEGs associated with the endomembrane trafficking system.

The root transcriptome of the *lpcat* mutants features many genes associated with the unfolded protein response (UPR) and ER stress (Fig. 5e). 

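Among UPR genes, those that rose in *lpcat* against WT under lysoPAF were BZIP28 (log2 fold change 0.56, standard error 0.083, limma adjusted p = 0.000289), a membrane-bound transcription factor of ER stress, BZIP60, the cell death suppressor gene BI1 (log2 fold change 0.87, limma adjusted p = 0.003), NAC062 (log2 fold change 0.87, limma adjusted p = 0.0068), NAC103 and ERDJ3A. With ONO, TIN1, which is induced by ER stress, was at 29.9 ± 8.48 normalized counts in lpcat and 5.77 ± 2.64 in WT (SD, n = 3; log2 fold change 2.23, standard error 0.31, limma adjusted p = 0.000441). PDIL1-2, a protein disulfide isomerase, had a log2 fold change of 0.43 (standard error 0.10, limma adjusted p = 0.0189). The ER chaperone genes BIP1 and BIP2 did not pass the test under lysoPAF, with log2 fold changes of 0.14 (limma adjusted p = 0.244) and 0.16 (limma adjusted p = 0.265). The calnexin genes CNX1 and CNX2 were at -0.0065 and 0.083 (limma adjusted p = 0.991 and 0.657). BIP3, a BiP gene induced by ER stress, responded to lysoPAF itself. It went from 1.56 ± 1.15 to 374 ± 78.7 normalized counts in WT (SD, n = 3; log2 fold change 7.26, standard error 0.73, limma adjusted p = 5.19e-05) and from 20.7 ± 33.0 to 102 ± 22.0 in lpcat (log2 fold change 3.76, standard error 0.73, limma adjusted p = 0.0159). The lpcat rise is 5.26 (limma adjusted p = 6.58e-12) without lpcat control replicate 2. Between the genotypes it did not pass the test under lysoPAF (log2 fold change -1.87, limma adjusted p = 0.109) or with ONO (log2 fold change 1.73, limma adjusted p = 0.218). Both pass in a fit without lpcat control replicate 2 (limma adjusted p = 1.71e-05 and 0.000115), chosen after seeing the values. In WT, BIP3 was at 35.1 ± 2.03 normalized counts with ONO, which against lysoPAF alone is a log2 fold change of -3.36 (standard error 0.73, limma adjusted p = 0.00884). In lpcat it was at 120 ± 18.4 with ONO, a log2 fold change of 0.25 against lysoPAF alone (limma adjusted p = 0.9). The call for the BIP3 rise under lysoPAF in lpcat ends without lpcat control replicate 1 or 3 (limma adjusted p = 0.107 and 0.14) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.07 and 0.0758), and with DESeq2 without shrinkage (log2 fold change 2.28, DESeq2 adjusted p = 0.106).

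**Figure D3:**
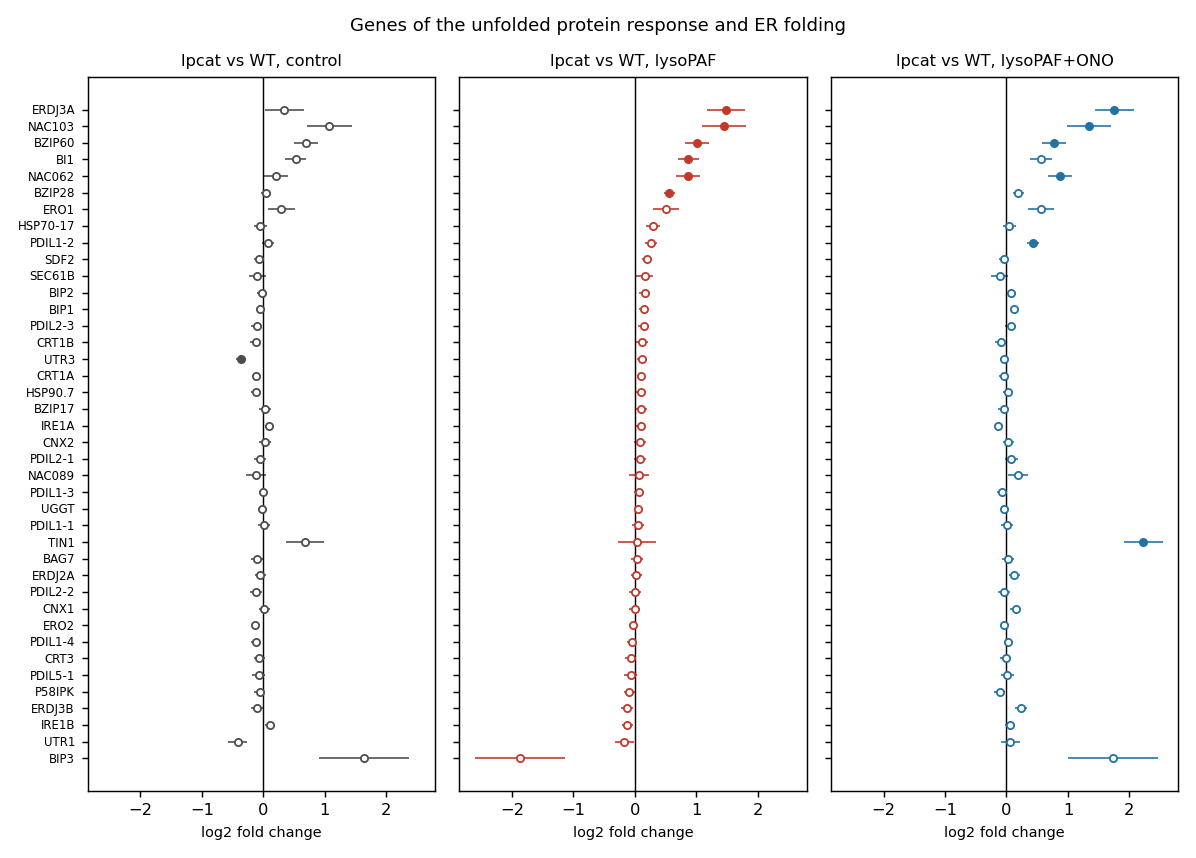
Log2 fold changes of lpcat against WT for 40 genes of the UPR and ER folding on control medium, with lysoPAF, and with lysoPAF and ONO (n = 3 libraries per group). Lines give the standard error, and filled points passed at a limma adjusted p under 0.05. Genes are sorted by the value under lysoPAF.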

The UPR is mediated predominantly through the transcription factor basic leucine zipper 60 (bZIP60) signaling pathway, in which bZIP60 regulates the expression of ER stress-responsive genes (Li et al. 2020). Notably, the bZIP60 transcript levels were elevated in the *lpcat* roots even in the absence of lysoPAF treatment. 

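On control medium, bZIP60 (BZIP60, AT1G42990) was at 335 ± 153 normalized counts in *lpcat* roots and 196 ± 19.5 in WT roots (SD, n = 3). The lpcat libraries were at 249.8, 513 and 244, and the WT libraries at 214, 198 and 176. The difference did not pass the test (log2 fold change 0.69, standard error 0.20, limma adjusted p = 0.0656). lpcat control replicate 2, which stands apart from its group in other genes too, has the highest value. Without it, the log2 fold change of BZIP60 was 0.34 (standard error 0.12, limma adjusted p = 0.108).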

The addition of lysoPAF elevated the bZIP60 transcripts in the WT, but the degree of induction was much greater in the *lpcat* mutant. 

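Under lysoPAF, BZIP60 was at 699 ± 68.4 normalized counts in *lpcat* and 349 ± 59.5 in WT (SD, n = 3), a log2 fold change of 1.01 (standard error 0.20, limma adjusted p = 0.00243). Against control medium it rose in WT (log2 fold change 0.82, standard error 0.20, limma adjusted p = 0.0312) and in lpcat (log2 fold change 1.14, standard error 0.20, limma adjusted p = 0.0124). The interaction, which tests the difference between these responses, was 0.32 (standard error 0.28, limma adjusted p = 0.702). With lpcat control replicate 2 left out, the rise in lpcat was 1.49 (limma adjusted p = 3.82e-09) and the interaction 0.67 (limma adjusted p = 0.0108). With ONO, BZIP60 was at 529.5 ± 63.8 normalized counts in lpcat and 307 ± 6.44 in WT (log2 fold change 0.78, standard error 0.20, limma adjusted p = 0.0332), and the change of lpcat from lysoPAF to lysoPAF with ONO was -0.40 (limma adjusted p = 0.257). The difference between the genotypes under lysoPAF lies at the threshold of 1 for the log2 fold change. It falls below it with DESeq2, to 0.84 with shrunken fold changes, and to 0.89 without WT lysoPAF replicate 2, 0.96 without lpcat lysoPAF replicate 2 and 0.97 without lpcat lysoPAF replicate 3. The rise in lpcat no longer passes without lpcat control replicate 1 or 3 (limma adjusted p = 0.0802 and 0.102) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.0615 and 0.0613).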

Several other regulatory targets of the bZIP60 pathway, including *ANAC103* (Sun et al. 2013), *ERDJ3A* (Song et al. 2015), *DCD*, and *CDC48D*, were also upregulated in the *lpcat* mutant compared with the WT, irrespective of with or without lysoPAF. These results indicate that the ER environment of the *lpcat* mutant was sufficiently attenuated to activate the IRE1/bZIP60 pathway and was further degenerated upon the supplementation of lysoPAF.

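Under lysoPAF, ANAC103 (NAC103, AT5G64060), a transcription factor downstream of bZIP60, was at 70.6 ± 5.45 normalized counts in lpcat and 26.5 ± 11.0 in WT (SD, n = 3; log2 fold change 1.45, standard error 0.36, limma adjusted p = 0.0123). ERDJ3A (AT3G08970), a DnaJ protein of the ER lumen, was at 164 ± 14.2 normalized counts in lpcat and 58.9 ± 12.9 in WT (SD, n = 3; log2 fold change 1.48, standard error 0.31, limma adjusted p = 0.00464). DCD (AT5G42050) was at 6038 ± 606 normalized counts in lpcat and 2809 ± 204 in WT (SD, n = 3; log2 fold change 1.10, standard error 0.20, limma adjusted p = 0.00128). CDC48D (AT3G53230), an AAA ATPase of the CDC48 family, was at 752 ± 100.0 normalized counts in lpcat and 219 ± 12.6 in WT (SD, n = 3; log2 fold change 1.77, standard error 0.21, limma adjusted p = 2.96e-05). On control medium, CDC48D was at a log2 fold change of 0.80 (limma adjusted p = 0.0428), below the threshold for the fold change, which it passes without lpcat control replicate 3 (1.03). NAC103 at 1.08 (limma adjusted p = 0.117), ERDJ3A at 0.34 (limma adjusted p = 0.645) and DCD at 0.55 (limma adjusted p = 0.144) did not pass the test. Without lpcat control replicate 2, these values on control medium were 0.41 (limma adjusted p = 0.035), 0.59 (0.29), -0.18 (0.708) and 0.16 (0.302). With ONO, CDC48D (log2 fold change 1.31, limma adjusted p = 0.00135), ERDJ3A (log2 fold change 1.76, limma adjusted p = 0.00396) and NAC103 (log2 fold change 1.34, limma adjusted p = 0.044) were higher in lpcat than in WT, and DCD was at 0.74 (limma adjusted p = 0.0425). The interaction of genotype with lysoPAF was 0.97 for CDC48D (limma adjusted p = 0.223), 1.14 for ERDJ3A (0.331), 0.55 for DCD (0.469) and 0.37 for NAC103 (0.831); without lpcat control replicate 2 it was 1.36 (1.94e-06), 1.66 (0.000852), 0.94 (8.82e-06) and 0.86 (0.235). The call for NAC103 under lysoPAF ends without WT lysoPAF replicate 1 (1.21, limma adjusted p = 0.0726), and its call with ONO ends without any 1 of the 6 libraries compared, at log2 fold changes from 1.17 to 1.49 and limma adjusted p from 0.0662 to 0.202. NAC103 on control medium without lpcat control replicate 1 was at 1.50, limma adjusted p = 0.0256.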

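The 16 genes that the paper's text and Fig. 5e name for ER stress and endomembrane trafficking were taken as 1 list. On control medium, 3 were higher and 0 lower (8 and 0 adjusted over the list alone) in *lpcat* against WT; the genes that rose were PRA1.B5, AP180 and CDC48D. Under lysoPAF, 10 were higher and 1 lower (12 and 1 adjusted over the list alone). Those that rose were BZIP60, NAC103, ERDJ3A, DCD, CDC48D, AP180, ARFB1A, PRA1.B5, PRA1.F1 and SEC1B, and EXO70H2 fell. With ONO, 7 were higher and 0 lower (11 and 1 adjusted over the list alone). The median log2 fold change of the list was 0.79 on control medium, 1.23 under lysoPAF and 1.07 with ONO; on control medium it was 0.26 without lpcat control replicate 2. Against all other genes, the list was higher on control medium (camera adjusted p = 3.13e-05, and adjusted p = 0.166 with an estimated correlation), under lysoPAF (camera adjusted p = 1.42e-08, and adjusted p = 0.0793 with an estimated correlation) and with ONO (camera adjusted p = 2.28e-07, and adjusted p = 0.138 with an estimated correlation). The paper chose these genes on the same libraries, so their direction is not independent evidence.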

The root transcriptome of the *lpcat* mutant also unveiled perturbations in endomembrane trafficking and protein traffic at the ER/Golgi interface. These included the induction of Prenylated Rab Acceptor 1 (PRA1) domain protein genes, *AtPRA1.B5*(*AT5G01640*) and *AtPRA1.F1*(*AT1G17700*), which are receptors for Rab GTPase (Figueroa et al. 2001), as well as *SEC1B*(*AT4G12120*), which interacts with SNARE complexes and contributes to membrane fusion (Karnahl et al. 2018, Luo et al. 2022). 

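PRA1.B5 was higher in *lpcat* roots in all 3 media. It was at 75.0 ± 46.1 normalized counts in lpcat and 19.8 ± 1.73 in WT on control medium (SD, n = 3; log2 fold change 1.71, standard error 0.28, limma adjusted p = 0.00181). It was at 195 ± 49.6 and 50.8 ± 6.13 under lysoPAF (log2 fold change 1.90, standard error 0.28, limma adjusted p = 0.000295) and at 132 ± 23.4 and 42.3 ± 2.03 with ONO (log2 fold change 1.60, standard error 0.28, limma adjusted p = 0.00343). Without lpcat control replicate 2, the difference on control medium was 1.25 (limma adjusted p = 0.000769), and in a fit of the control libraries alone PRA1.B5 did not pass (1.71, limma adjusted p = 0.278). PRA1.F1 was at 12.9 ± 1.04 normalized counts in lpcat and 1.79 ± 1.37 in WT under lysoPAF (SD, n = 3; log2 fold change 2.42, standard error 0.63, limma adjusted p = 0.017). On control medium (log2 fold change 1.32, limma adjusted p = 0.299) and with ONO (log2 fold change 1.23, limma adjusted p = 0.333) it did not pass the test. Its call under lysoPAF ends without WT lysoPAF replicate 2 or 3 (limma adjusted p = 0.07 and 0.0696) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.0619 and 0.0509). On control medium, of 13 genes of the PRA1 family, 2 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median log2 fold change of 0.24 (camera adjusted p = 0.00132, and adjusted p = 0.0438 with an estimated correlation). The other gene was PRA1.B4 (log2 fold change 0.45, limma adjusted p = 0.0479). Under lysoPAF, 2 were higher and 0 lower (3 and 1 adjusted over the list alone), with a median log2 fold change of 0.12 (camera adjusted p = 0.248, and adjusted p = 0.423 with an estimated correlation). With ONO, 1 was higher and 0 lower (1 and 0 adjusted over the list alone), with a median log2 fold change of 0.058 (camera adjusted p = 0.29, and adjusted p = 0.502 with an estimated correlation). SEC1B was at 273 ± 46.8 normalized counts in lpcat and 111 ± 7.89 in WT under lysoPAF (SD, n = 3; log2 fold change 1.28, standard error 0.27, limma adjusted p = 0.00413). On control medium SEC1B was at 158 ± 104 and 76.3 ± 12.3 (log2 fold change 0.86, limma adjusted p = 0.0908), where DESeq2 without shrinkage called it (log2 fold change 1.07, DESeq2 adjusted p = 0.00804). It passed without lpcat control replicate 1 or 3 (limma adjusted p = 0.0288 and 0.044), and without lpcat control replicate 2 it was at 0.36 (limma adjusted p = 0.18). With ONO, SEC1B did not pass (log2 fold change 0.91, limma adjusted p = 0.068). Under lysoPAF, of 5 genes of the Sec1/Munc18 family, to which SEC1B belongs, 2 were higher and 0 lower (3 and 0 adjusted over the list alone), with a median log2 fold change of 0.24 (camera adjusted p = 0.0391, and adjusted p = 0.241 with an estimated correlation). The other gene was SLY1 (log2 fold change 0.35, limma adjusted p = 0.00226).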

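ARFB1A (AT2G15310), a small GTPase of the ARF family, was at 62.9 ± 5.72 normalized counts in *lpcat* and 27.5 ± 5.38 in WT under lysoPAF (SD, n = 3; log2 fold change 1.18, standard error 0.21, limma adjusted p = 0.00128). On control medium (log2 fold change 0.17, limma adjusted p = 0.755) and with ONO (log2 fold change 0.14, limma adjusted p = 0.802) it did not pass the test. In lpcat it rose from control medium to lysoPAF (log2 fold change 0.77, limma adjusted p = 0.0474), below the threshold for the fold change, and in WT it did not pass (log2 fold change -0.24, limma adjusted p = 0.619); the interaction was 1.01 (standard error 0.30, limma adjusted p = 0.206). Under lysoPAF, of 20 genes of the COPI coat and the ARF family, 4 were higher and 0 lower (5 and 0 adjusted over the list alone), with a median log2 fold change of 0.19 (camera adjusted p = 7.59e-05, and adjusted p = 0.184 with an estimated correlation). ARFA1D, another ARF gene, had a log2 fold change of 0.95 (standard error 0.19, limma adjusted p = 0.00259). On control medium, 0 were higher and 0 lower (0 and 0 adjusted over the list alone), with a median log2 fold change of 0.049 (camera adjusted p = 0.424, and adjusted p = 0.768 with an estimated correlation). With ONO, 1 was higher and 0 lower (2 and 1 adjusted over the list alone), with a median log2 fold change of 0.077 (camera adjusted p = 0.346, and adjusted p = 0.737 with an estimated correlation).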

AtARFB1α (*AT2G15310*), a member of the ARF GTPase family that functions in GTP-binding during vesicle coating, was significantly induced in the *lpcat* mutant when treated with lysoPAF. Similarly, AP180 (*AT1G05020*), anepsin-N-homolog (ANTH) protein involved in clathrin coat assembly and vesicle budding from membranes, was also induced in the *lpcat* mutant (Barth and Holstein 2004). 

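AP180 was at 30.7 ± 1.34 normalized counts in *lpcat* and 14.7 ± 1.53 in WT on control medium (SD, n = 3; log2 fold change 1.02, standard error 0.21, limma adjusted p = 0.0125). AP180 was at 48.4 ± 7.41 and 25.4 ± 4.79 under lysoPAF (log2 fold change 0.91, standard error 0.21, limma adjusted p = 0.00888), where its log2 fold change is below the threshold of 1. With ONO it was at 31.5 ± 2.12 and 40.3 ± 6.61 (log2 fold change -0.33, standard error 0.21, limma adjusted p = 0.461), and the interaction of genotype with ONO passed the test (-1.25, standard error 0.30, limma adjusted p = 0.0475). The call for AP180 on control medium lies at the threshold. It ends without WT control replicate 3 (0.94, limma adjusted p = 0.0532), without lpcat control replicate 2 (0.98, limma adjusted p = 0.0173) and in a fit of the control libraries alone (1.02, limma adjusted p = 0.188). Under lysoPAF it passed without WT lysoPAF replicate 3 (1.05, limma adjusted p = 0.0125) or lpcat lysoPAF replicate 3 (1.01, limma adjusted p = 0.0173). Of the other trafficking genes of Fig. 5e, EXO70H2, an exocyst subunit, was lower in lpcat under lysoPAF, at 129 ± 8.06 against 323 ± 26.6 normalized counts (SD, n = 3; log2 fold change -1.32, standard error 0.28, limma adjusted p = 0.00495). Against lysoPAF alone, EXO70H2 rose in lpcat with ONO (log2 fold change 1.11, limma adjusted p = 0.0242), a call that ends without any 1 of the 6 libraries compared (limma adjusted p from 0.0544 to 0.0865). EXO70H4 did not pass on control medium (log2 fold change 0.77, limma adjusted p = 0.57), under lysoPAF (log2 fold change 1.54, limma adjusted p = 0.11) or with ONO (log2 fold change 1.76, limma adjusted p = 0.12). With lpcat control replicate 2 left out it was at -0.23 (limma adjusted p = 0.833), 1.54 (0.0103) and 1.76 (0.0072). VPS45, a Sec1/Munc18 protein, did not pass in any of the 3 media; under lysoPAF its log2 fold change was 0.24 (limma adjusted p = 0.104). Under lysoPAF, of the 21 genes of EXO70 subunits, 2 were higher and 1 lower (3 and 1 adjusted over the list alone), with a median log2 fold change of 0.072 (camera adjusted p = 0.33, and adjusted p = 0.433 with an estimated correlation). With ONO, 0 were higher and 0 lower (0 and 1 adjusted over the list alone), with a median log2 fold change of 0.045 (camera adjusted p = 0.825, and adjusted p = 0.864 with an estimated correlation).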

Protein trafficking from the ER to the Golgi is regulated by the coat protomer complex II (COPII) (Marti et al. 2010). COPII vesicles are formed by a set of proteins, including Sar1, Sec23/24, and Sec13/31, which assemble on the surface of the ER at specialized regions known as the ER export sites (Chung et al. 2016). Our RNA-seq data show that both *SAR1a* (*AT1G09180*) and *SEC31A* (*AT1G18830*) were upregulated in the *lpcat* mutant (Fig. 5e).

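SAR1A was higher in *lpcat* than in WT with ONO, at 38.3 ± 2.62 against 5.43 ± 1.80 normalized counts (SD, n = 3; log2 fold change 2.64, standard error 0.59, limma adjusted p = 0.0173). On control medium it was at 7.50 ± 9.97 in lpcat and 0.665 ± 1.15 in WT (log2 fold change 1.86, standard error 0.59, limma adjusted p = 0.097). Under lysoPAF it was at 33.2 ± 10.8 and 25.3 ± 1.46 (log2 fold change 0.34, standard error 0.59, limma adjusted p = 0.788). It did not pass the test in either medium, although DESeq2 without shrinkage called it on control medium (log2 fold change 3.70, DESeq2 adjusted p = 0.0291). Against control medium, SAR1A rose under lysoPAF in WT (log2 fold change 4.19, limma adjusted p = 0.00142) and in lpcat (log2 fold change 2.67, limma adjusted p = 0.0241), and in WT it was lower with ONO than with lysoPAF alone (log2 fold change -2.07, limma adjusted p = 0.0434). SEC31A was at 56.6 ± 94.0 normalized counts in lpcat and 4.23 ± 1.40 in WT on control medium (log2 fold change 1.19, standard error 0.93, limma adjusted p = 0.57). SEC31A was at 182 ± 61.8 and 58.9 ± 4.64 under lysoPAF (log2 fold change 1.55, standard error 0.93, limma adjusted p = 0.329) and at 233 ± 53.6 and 27.1 ± 14.3 with ONO (log2 fold change 3.14, standard error 0.93, limma adjusted p = 0.069). It did not pass in any of the 3, although DESeq2 without shrinkage called it on control medium (log2 fold change 3.76, DESeq2 adjusted p = 0.0221) and edgeR with RLE scaling with ONO (3.11, edgeR adjusted p = 0.0131). SEC31A rose under lysoPAF in WT (log2 fold change 3.55, limma adjusted p = 0.0485) and in lpcat (log2 fold change 3.90, limma adjusted p = 0.0293). SEC31A without lpcat control replicate 2 was at -0.72 (limma adjusted p = 0.276) on control medium, 1.55 (0.00208) under lysoPAF and 3.14 (8.65e-07) with ONO, and SAR1A was at 0.89 (0.241) on control medium. In the same fit the rises under lysoPAF in lpcat were 5.82 (limma adjusted p = 5.69e-11) for SEC31A and 3.64 (limma adjusted p = 1.25e-06) for SAR1A. On control medium, of 20 genes of the COPII coat, 0 were higher and 0 lower (2 and 0 adjusted over the list alone), with a median log2 fold change of 0.11 (camera adjusted p = 0.00409, and adjusted p = 0.144 with an estimated correlation; camera adjusted p = 0.0761 without lpcat control replicate 2). Under lysoPAF, 0 were higher and 0 lower (0 and 0 adjusted over the list alone), with a median log2 fold change of 0.092 (camera adjusted p = 0.0218, and adjusted p = 0.223 with an estimated correlation). The smallest p was that of SEC24B (log2 fold change 0.27, limma adjusted p = 0.0663). With ONO, 1 was higher and 0 lower (2 and 0 adjusted over the list alone), with a median log2 fold change of 0.034 (camera adjusted p = 0.373, and adjusted p = 0.68 with an estimated correlation). Several calls end when 1 library is left out. For SAR1A with ONO these are WT lysoPAF+ONO replicate 2 or 3 (limma adjusted p = 0.0752 and 0.052) or lpcat lysoPAF+ONO replicate 2 or 3 (limma adjusted p = 0.0822 and 0.0523). For the rise in lpcat under lysoPAF they are all libraries compared except lpcat control replicate 2, with limma adjusted p from 0.0524 to 0.177 for SAR1A and from 0.055 to 0.199 for SEC31A, and for the rise of SEC31A in WT all 6 libraries compared, with limma adjusted p from 0.106 to 0.171. The fall of SAR1A in WT with ONO also ends without any 1 of the 6 libraries compared (limma adjusted p from 0.0728 to 0.133). SAR1A on control medium without lpcat control replicate 1 was at 2.53, limma adjusted p = 0.0225.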

## Discussion

The homeostasis of LPC is inseparable from that of PC remodeling, due primarily to the ubiquitous operation of the Lands cycle. In this study, we focused on the critical role of lipid remodeling in LPC homeostasis and uncovered phenotypes of the *lpcat* mutant that strongly suggest its involvement in membrane maintenance and root growth. That changes in the steady-state level of LPC are the main metabolic footprint in the *lpcat* mutant makes it a suitable system to dissect the functional significance of LPC, and the fine-tuning of the LPC/PC ratio in plant cells. However, exogenous LPC application yielded no apparent phenotypic differences between WT and the *lpcat* mutant, although a high concentration of 300 *μ*g/mL markedly inhibited root growth in the WT as well. Our assumption that factors relating to LPC breakdown buffered the effect of added LPC is supported by reports that multiple LysoPL isoforms, capable of deacylating LPC to release fatty acids and GPC, are present in Arabidopsis (Gao et al. 2010, Miao et al. 2019). Subsequent hydrolysis of GPC by glycerophosphodiester phosphodiesterase yields G-3-P and free choline (van der Rest et al. 2004). In support of this supposition, our previous study detected increased extracellular deposition of free choline in the water-soluble fraction of the *lpcat* mutant (Wang et al. 2012). Thus, in this study, we supplemented MS medium with lysoPAF, a structural analog of LPC that resists lysoPL deacylation, to create a chemical phenotyping condition in which lysophospholipid levels remain stably elevated in plant cells. Using this setup, we examined the impact of LPCAT loss on root growth. The *lpcat* mutant exhibited sensitivity to lysoPAF compared with the WT (Fig. 2a and b), and the introduction of functional LPCAT (LPCAT-EGFP) restored root growth and overcame the lysoPAF inhibition observed in the *lpcat* mutant (Fig. 4c) (Supplementary Fig. S3). Microscopic examinations revealed pronounced cellular morphological changes under lysoPAF treatment (Fig. 2d) that indicate an early and accelerated progression of vacuole maturation in the *lpcat* mutant during root cell differentiation. In plant cells, the vacuolar membrane is derived primarily from the ER, particularly during early differentiation (Viotti et al. 2013). The vacuolation process must be properly regulated during growth, as premature or excessive vacuole maturation can disrupt the balance between cell division and elongation, and impair overall root development. The most plausible interpretation of the root growth and cellular phenotypes is that LPCAT attenuates the cellular effects of lysoPAF by acylating it to PAF, a cylindrical lipid similar to PC.

When lysoPAF and ONO were applied together, ONO markedly suppressed the lysoPAF-induced phenotype in the *lpcat* mutant and restored normal root growth (Fig. 3). Although the exact mode of action of ONO, a phospholipase A₂ antagonist, remains unclear in plant cells, a likely explanation consistent with the data is that reduced PLA₂ activity in the *lpcat* background limits PC deacylation and, thereby, decreases the accumulation of lysophospholipids. This hypothesis warrants future validation through the quantification of LPC and PC levels under lysoPAF treatment.

We verified that both LPCAT1 and LPCAT2 are localized to the ER (Fig. 4). The ER is the central hub of membrane lipid synthesis, protein folding, and vesicular trafficking (Prinz 2010). Our results in the *lpcat* transcriptome changes suggest that disruptions in LPC acylation trigger broader cellular stress adaptation mechanisms in the ER, particularly the UPR, which is a conserved signaling pathway that maintains protein-folding homeostasis. In addition to the accumulation of unfolded or misfolded proteins, the UPR can also be triggered by alterations in the lipid composition of the ER membrane, a condition referred to as lipid bilayer stress. Membrane phospholipid saturation has been shown to be a factor in activating the UPR, and the Arabidopsis desaturase mutant fad2-1 displays hypersensitivity to chemically induced ER stress (Nguyen et al. 2019). In contrast, mutants of the non-specific phospholipase C3 exhibit reduced sensitivity to tunicamycin-induced ER stress, with evidence suggesting that phosphocholine production contributes to ER stress tolerance (Ngo et al. 2024). A decrease in PC levels and a perturbed PC/PE ratio in the membrane have been linked to ER stress and UPR activation in several organisms (Ho et al. 2020). The *lpcat* mutant does not display a significant change in the steady PC level in comparison with the WT, nor any apparent change in the PC/PE ratio. Our results extend previous findings on lipid composition and ER stress, and strongly suggest that the Lands cycle contributes to ER stress responses, and possibly to endomembrane trafficking, by regulating the LPC/PC ratio.

When grown under standard conditions, the *lpcat* mutant does not exhibit any apparent above-ground growth phenotype (Wang et al. 2012), contrasting with that of the lysophosphatidylethanolamine acyltransferase (LPEAT) mutant, which displayed defects in both vegetative growth and seed set (Jasieniecka-Gazarkiewicz et al. 2017). An important distinction between the *lpeat* and *lpcat* mutants is that the *lpeat* mutant had a drastic reduction in the relative and absolute amounts of phosphatidylethanolamine (PE), which is a major membrane lipid (Jasieniecka-Gazarkiewicz et al. 2017), while there was no reduction in the level of major phospholipids in the *lpcat* mutant. More importantly, LPEATs are structurally a different class of *sn-2* acyltransferases, closely related to lysophosphatidic acid acyltransferases of the Kennedy pathway for *de novo* glycerolipid synthesis (Stålberg et al. 2009). LPCATs, on the other hand, are members of the MBOAT family and are structurally more resembling the diacylglycerol acyltransferase 1 (DGAT1) (Zou et al. 1999). Consequently, there could be important distinctions in membrane localization between LPEAT and LPCAT. The *lpcat* mutant displayed an elevated LPE level as well, a metabolic outcome consistent with Arabidopsis LPCATs exhibiting broad lysophospholipid substrate specificity including for LPE (Stahl et al. 2008). However, the changes in lysophospholipids in the *lpcat* mutant were much less pronounced, whereas the *lpeat* mutant showed an astonishing 10- to 15-fold increase in LPC levels. These differential effects may reflect the distinct roles of the two classes of enzymes. LPEAT functions primarily in the *de novo* phospholipid biosynthetic pathway, while LPCAT participates mainly in lipid remodeling. Although the *de novo* pathway provides the structural foundation for membrane biogenesis, our results strongly suggest that the phospholipid remodeling pathway ensures the functional integrity and adaptive responsiveness of membranes. In addition to our previous finding that LPCAT participates in metabolic interactions between the *de novo* glycerolipid biosynthesis pathway and the Lands cycle (Wang et al. 2012), the present study reveals that LPCAT also functions as a modulator of ER membrane structure by converting LPC to PC, thereby maintaining lipid compositional balance and proper endomembrane trafficking. These findings highlight the importance of lipid homeostasis as a structural determinant of membrane organization and underscore the broader roles of lipids in regulating cellular responses.

## Materials and Methods

### Plant materials

The *Arabidopsis lpcat* mutant used in this study is the *lpcat1/lpcat2–2* mutant (Col-0 background) previously described (Wang et al. 2012). Transgenic lines expressing 35S::EGFP-LPCAT, 35S::SP-EGFP-LPCAT, 35S::LPCAT-EGFP-CT, and 35S::LPCAT-EGFP were produced in this study. The *Arabidopsis* lines tagged with fluorescent proteins used in this study included CD3–968 (Nelson et al. 2007) and HDEL-CFP.

### Plant growth and treatments

*Arabidopsis* plants were grown at 22–24 °C with a 16-h light/8-h dark photoperiod at 120–150 mE.m^−2^.s^−1^. In all germination experiments, the *Arabidopsis* seeds were cold stratified for 3 days at 4 °C to synchronize germination. Sterilized seeds were germinated on half-strength MS media containing various concentrations of lysoPAF (Avanti Polar Lipids), ONO-RS-082 (Endo life sciences), or LPC (Avanti Polar Lipids). The seeds were dispensed at an intensity of around 60 seeds per 25 mL of medium in square Petri dishes with grids (VWR International). The primary root length was measured using ImageJ (NIH, Bethesda, MD, USA).

### Microsomal preparation and LPCAT enzyme activity assay

The microsomal preparation and LPCAT enzyme activity assay were performed as described by Wang et al. (2012). In brief, about 1 g of root tissue from 5d-old *lpcat* mutant and WT seedlings was used to isolate microsomal fractions. The lysophospholipid acylation enzyme assay was conducted in 1.0 mL of 0.1 M potassium phosphate buffer, containing 6 *μ*M [14C]-oleoyl-CoA (20 nCi nmol^−1^) and 200 *μ*M 18:1-LPC. Reactions were initiated by adding 60 mg of microsomal protein to the pre-warmed mixture at 30 °C, and were stopped after a 4-min incubation, by adding a mixture of acetic acid/H_2_O (5:95 v/v) and chloroform/methanol (2:1 v/v). Lipid extracts were then separated by thin-layer chromatography (TLC) on silica gel 60 plates (EMD Millipore Corporation, Germany, http://www.emdmillipore.com), with a solvent system of chloroform/methanol/acetic acid/H_2_O (90:15:10:3 v/v/v/v). The PC species was scraped from the TLC plates, and its radioactivity was measured.

### Generation of green fluorescence fusion protein constructs

The DNA fragment encoding the enhanced green fluorescent protein, the *EGFP* gene, was amplified from the pK7WGF2 vector. An expression cassette (GCGGCCGCNNNNNNCCATGG/CCCGGGNNNNNNGGCGCGCC, with the *Not*I site at the 5′ end, the *Nco*I/*Xma*I sites in the middle, and the *Asc*I site at the 3′ end underlined) was designed to connect the *EGFP* and *LPCAT* genes. For the N-terminal EGFP-LPCAT fusions, the EGFP coding region without a stop codon was amplified with primers JW219, incorporating *Not*I site and JW220 incorporating *Nco*I site. Full length *LPCAT1* was amplified with primers JW221 incorporating *Nco*I site/JW217 incorporating *Asc*I site, and *LPCAT2* was amplified using primers JW222 incorporating *Nco*I site/JW218 incorporating *Asc*I site, respectively, to produce continuous open reading frames with *EGFP*. For the C-terminal LPCAT-EGFP fusions, the *LPCAT* cDNA fragments without stop codons were amplified with primers JW160 incorporating *Not*I site/JW161 incorporating *Xma*I site for *LPCAT1* and JW162 incorporating *Not*I site/JW164 incorporating *Nco*I site for *LPCAT2*, respectively. The *EGFP* fragment was then amplified with primers JW148 incorporating *Xma*I or *Nco*I site and JW149 incorporating an *Asc*I site to generate a continuous open reading frame with the *LPCAT*s. The LPCAT-EGFP-CT fusions were constructed by overlapping PCR with designed primers using LPCAT-EGFP as a template. The resulting cassettes were subcloned between the *Not*I and *Asc*I sites of the entry vector pER367 (Wang et al. 2012), respectively. The obtained pER367 vectors, harboring the above expression cassettes, were recombined with the destination vector pER330 under the control of the cauliflower mosaic virus 35S promoter to generate different types of EGFP fusion plasmids. All of the primers used above are shown in Supplementary Table S1.

### Arabidopsis transformation

For stable transformation, plants were transformed by the floral dip method (Clough and Bent 1998) using *Agrobacterium tumefaciens* GV3101.

### Yeast complementation assay

Six fragments containing EGFP-LPCAT, LPCAT-EGFP, and LPCAT-EGFP-CT were amplified from the above EGFP fusion constructs and inserted into the pYES2.1 vector (Invitrogen), respectively. Each plasmid was introduced into the yeast *lpcat* mutant *∆lca1* as previously described (Chen et al. 2007). Yeast cells were grown in 15 mL of SC-Ura medium containing 2% glucose overnight and were then transferred to the expression induction medium SC-Ura + 2% galactose and 1% raffinose for 12 h. Cultures were diluted to OD_600_ values of 0.5, 1, and 2. For each dilution, 5 *μ*L of the culture was spotted on SC-Ura plates containing 20 *μ*g/mL of lysoPAF and then incubated at 28 °C for 24–36 h.

### Light microscopy

Root tissues were collected from 5-day old seedlings growing vertically on half-strength MS medium containing various concentrations of lysoPAF. After rinsing with a phosphate buffer (pH 6.8) briefly, the roots were cut into 0.5-cm long and fixed with 2.5% glutaraldehyde overnight at 4 °C, and they were then postfixed in 1% osmium tetroxide (Electron Microscopy Sciences) for 8 h at 4 °C. The samples were dehydrated in a graded ethanol series and embedded in Epon 812 resin (Electron Microscopy Sciences). For light microscopy, semi-thin sections were sliced into 1–2 *μ*m and stained with a 1% toluidine blue O solution.

### Confocal microscopy

For the colocalization of CFP and GFP, excitation lines of 405 nm for CFP and 488 nm for GFP were used with the multi-track of the microscope. Bandpass filters of 475/525 nm and 505/530 nm were used for detecting CFP and GFP, respectively. For the colocalization of GFP and mCherry, excitation lines of 488 nm for GFP and 543 nm for mCherry were used alternately with the multi-track of the microscope. Bandpass filters of 505–530 nm and 560–615 nm were used to detect GFP and mCherry, respectively. Images were analyzed with the image processing software LSM Image Browser or ImageJ.

### Analysis of fatty acid composition and lipidomic profiles

Total fatty acids were extracted from ~30 mg of fresh roots, and the fatty acid composition was determined by gas chromatography with heptadecanoic acid (17:0) as a quantitative internal standard. Lipidomics analysis was performed according to the protocol from the Kansas Lipidomics Research Center (http://www.k-state.edu/lipid/lipidomics; Welti et al. 2002). Briefly, root tissues collected from 5-day-old seedlings were heated in 2 mL of isopropanol with 0.01% butylated hydroxytoluene at 75 °C for 10 min to inactivate the lipases. Chloroform and methanol (2:1, v/v) were added for extraction. After several extractions, the combined extracts were washed with 1 M potassium chloride to remove proteins and carbohydrates. The chloroform phase was taken out and dried under a nitrogen stream. The lipid extracts were dissolved in chloroform for lipidomic analysis. Electrospray ionization tandem mass spectrometry (ESI-MS/MS) analysis was performed with five biological replicates for each growth condition at the Kansas Lipidomic Research Center. Statistical significance was determined using a two-tailed Student’s *t*-test.

### RNA sequencing and differential expression analysis

Total RNA from the roots of 5-day-old seedlings on 1/2 MS media (control), or 1/2 MS media containing 20 *μ*g/mL of lyso-PAF were extracted using a Plant RNA Isolation Mini Kit (Agilent, https://www.agilent.com/). The yield and RNA purity were determined spectrophotometrically with a Nanodrop 1100 (Thermo Fisher Scientific), and the quality of the RNA was verified by an Agilent 2100 Bioanalyzer (Agilent). Purified total RNA was precipitated and resuspended in RNase free water to a final concentration of 100 ng/*μ*L. Eighteen cDNA libraries were constructed using the TruSeq RNA Sample Preparation Kit v2 (Illumina) with three replicates for the WT and the *lpcat* mutant at each growth condition, respectively. Paired-end sequencing was conducted on the Illumina HiSeq2500 (Illumina), generating 101-nucleotide reads, at the National Research Council Canada, ACRD-Saskatoon, Canada. Raw data processing was performed as described previously (Li et al. 2017). Differential expression analysis was performed with DEseq2 between the mutant and wild-type at each condition (Love et al. 2014) (Supplementary Data S1). Normalized counts from DESeq2 were expressed as gene expression levels. Genes with less than five reads across all samples were excluded to eliminate the extremely low-expressed transcripts. Hierarchical clustering was performed with normalized counts using the *hclust* in R. GO enrichment analysis and KEGG enrichment were performed with *clusterProfiler* in the R program (Yu et al. 2012) (Supplementary Data S2). Genes involved in secretory pathways were categorized (Bassham et al. 2008, Heard et al. 2015) (Supplementary Data S3). Lipid metabolism genes were categorized according to the list from the Arabidopsis Acyl-Lipid Metabolism database (http://aralip.plantbiology.msu.edu) (Supplementary Data S4). Functional annotations of genes were obtained from the Bio-Array Resource for *Arabidopsis* Functional Genomics database (BAR) (http://bar.utoronto.ca/) using the AGI numbers.

## Supplementary Material

Supplementary_Figs_S1-S3_pcaf174

Supplementary_Table_S1_pcaf174

Supplementary_Data_S1_pcaf174

Supplementary_Data_S2_pcaf174

Supplementary_Data_S3_pcaf174

Supplementary_Data_S4_pcaf174

## Data Availability

The data underlying this article are available in Gene Expression Omnibus under the accession GSE128799.

# Supplementary material for: Lysophosphatidylcholine homeostasis via the Lands cycle regulates root growth in Arabidopsis
**Source:** Plant Cell Physiol. 2026 Jan 12;67(5):467–78. doi: 10.1093/pcp/pcaf174
**Supplement:** Supplementary_Figs_S1-S3_pcaf174

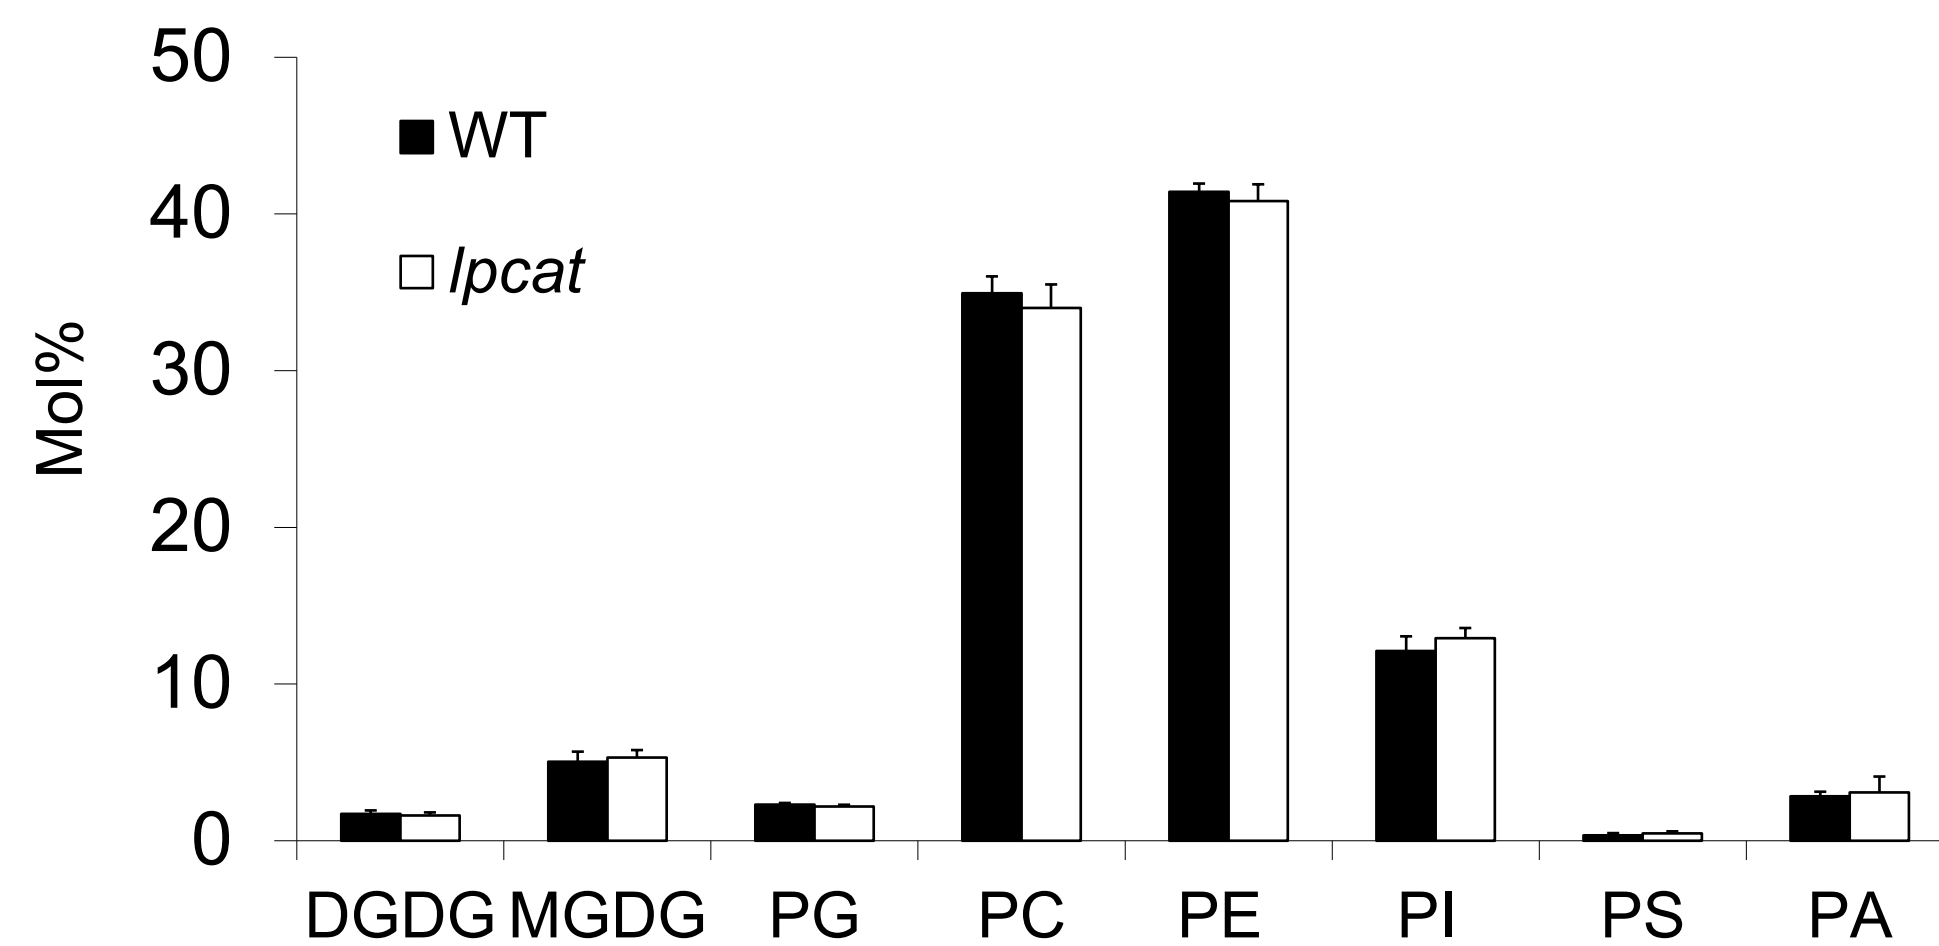

Supplementary Fig. S1. Glycerolipid composition in *lpcat* roots.

Relative percentages of major glycerolipids in *lpcat* and WT roots. Lipid classes: DGDG, digalactosyldiacylglycerol; MGDG, monogalactosyldiacylglycerol; PG, phosphatidylglycerol; PE, phosphatidylethanolamine; PI, phosphatidylinositol; PS, phosphatidylserine; PA, phosphatidic acid. Data represent means $\pm$ SD of five independent biological replicates. Asterisks indicate statistically significant differences relative to WT ($P < 0.05$; Student's *t*-test).

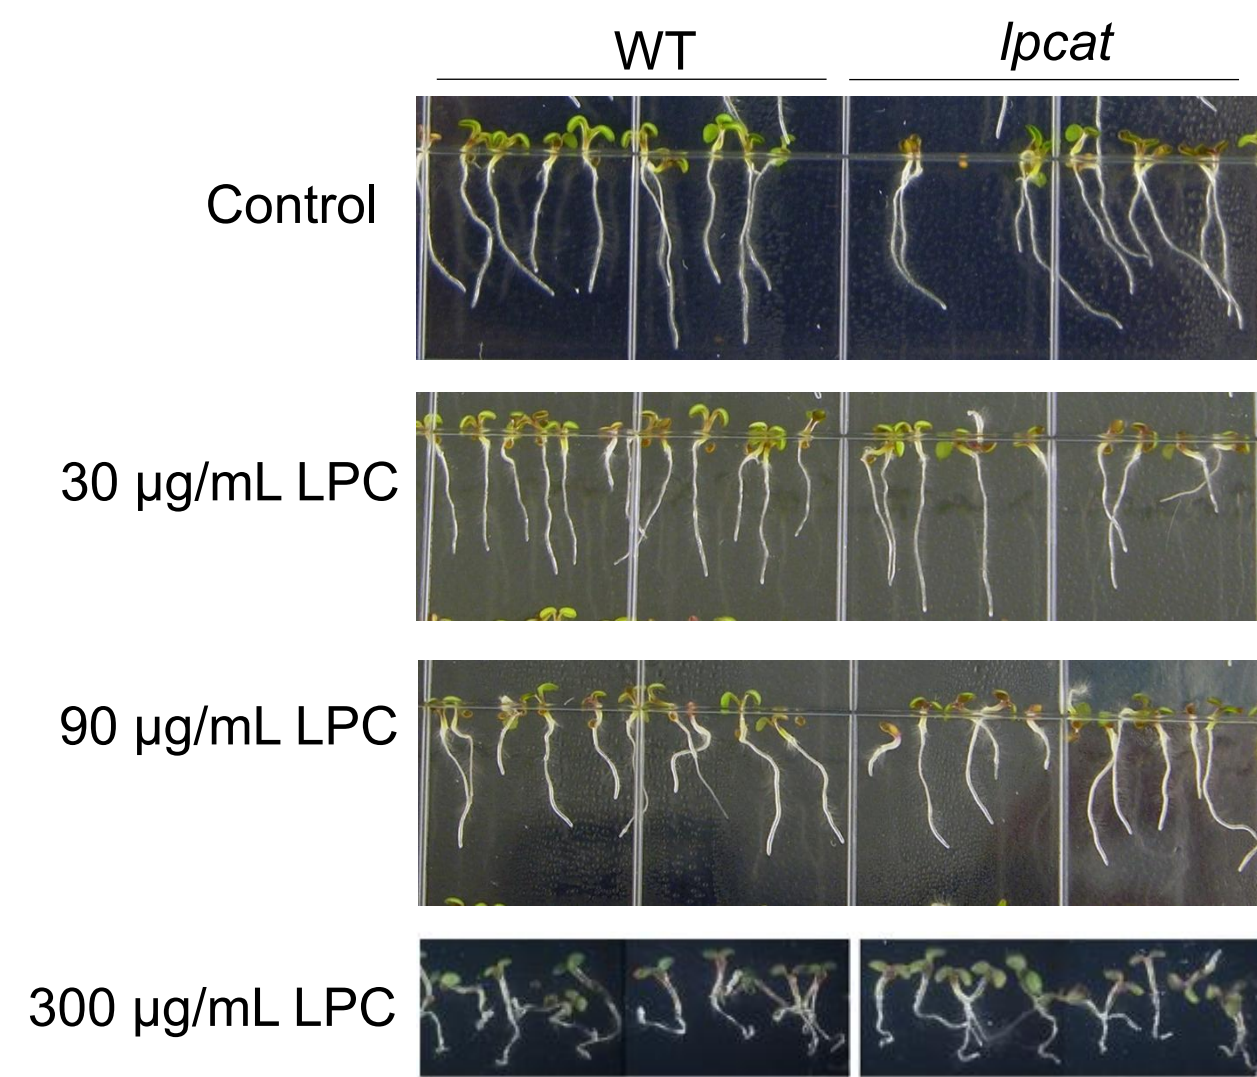

Supplementary Fig. S2. Effect of exogenous LPC supplementation on *lpcat* mutant root growth.

Seedlings were grown on media supplemented with 30, 90, or 300 $\mu\text{g/mL}$ LPC, and root growth was assessed after 5 days of germination. Representative images are shown.

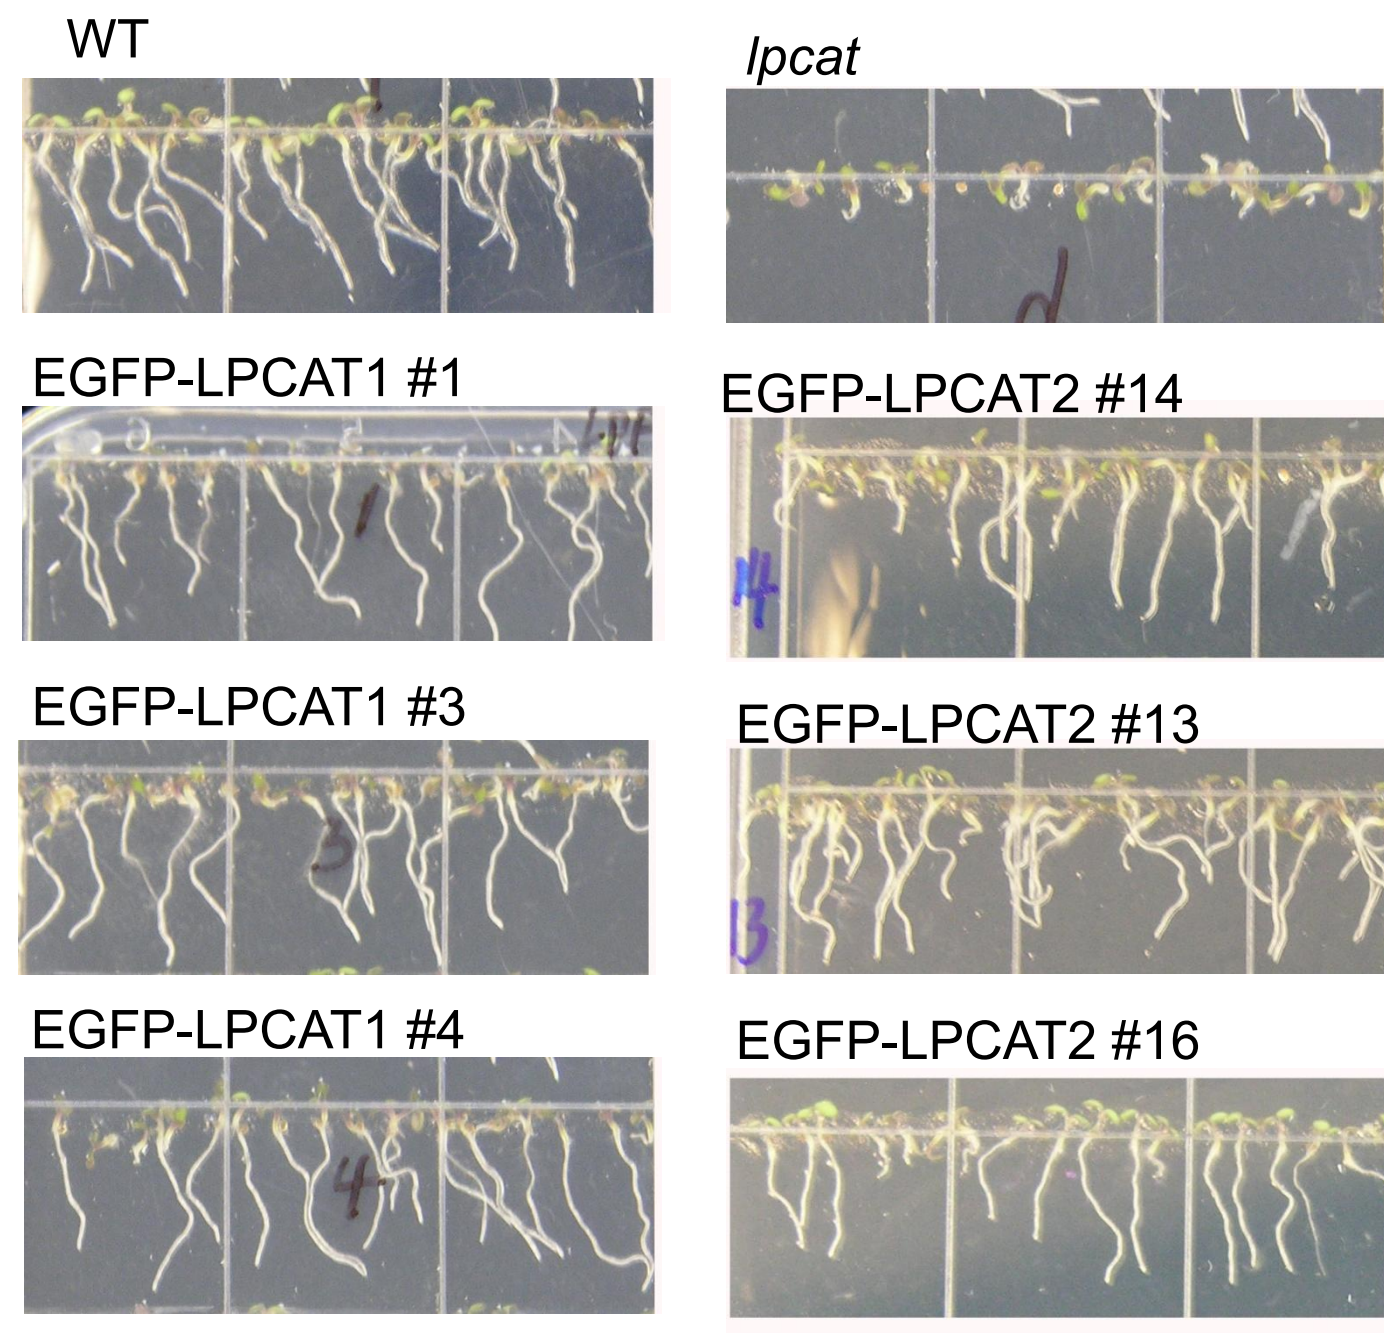

Supplementary Fig. S3. Effect of EGFP-LPCAT1 or EGFP-LPCAT2 expression in the *lpcat* mutant on lysoPAF sensitivity.

Root growth of *lpcat* seedlings expressing EGFP-LPCAT1 or EGFP-LPCAT2 was evaluated in the presence of 35 µg/mL lysoPAF. For each construct, three independent homozygous lines were analyzed.

How the deposited data were processed for this re-analysis (not part of the article)

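RNA from roots of WT (Col-0) and *lpcat* seedlings aged 5 days, grown on control medium, on lysoPAF at 20 µg/mL or on the same dose of lysoPAF with ONO, was sequenced in 18 libraries with paired ends, 3 for each of 6 groups of genotype and medium. Groups were taken from the sample labels. According to the deposited records, the authors aligned the reads to TAIR10 with STAR 2.4.0j, used StringTie 1.0.3, counted reads per gene with HTSeq 0.6.0 and normalized the counts with DESeq2 1.12.4. The deposited signal of each gene in each library is a normalized count, which the authors made by dividing the read count by the size factor of its library. The strand setting of the counting was not found in the paper or the records, so values of genes that overlap others or lie antisense to them are uncertain. The design written before the data were examined assumed read counts. The table held normalized counts, and these were turned back into reads by finding for each library the step between values, from 0.609 to 1.24. All 400470 values above 0 came out whole within a tolerance of 0.001 of a read. For WT control replicate 3 and lpcat lysoPAF replicate 2 the step lay so near to 1 that the automatic check of the unit does not see it.

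The table had 35197 rows, of which 8854 were at 0 in every library. Of 34696 rows with an Arabidopsis gene identifier (AGI), 33993 matched the annotation of TAIR10.1, which was used for names, gene types and the order of genes, not for coordinates. 501 rows had no AGI, and 2509 repeated the AGI of an earlier row. Libraries held 8681898 to 16767002 reads in genes, with a median of 10316716.5. Genes with few reads have a wide standard error at this depth. The 23760 genes with at least 5 reads over all libraries were tested with limma 3.58.1 in R 4.3.3 on log2 values after adding a pseudocount of 1, with a trend of the variance, 1 coefficient per group and p adjusted by the method of Benjamini and Hochberg. Calls took an adjusted p under 0.05 and an absolute log2 fold change over 1; interactions and members of gene lists took the adjusted p alone. Standard errors are limma's moderated ones. Comparisons were lpcat against WT in each medium, lysoPAF against control medium and lysoPAF with ONO against lysoPAF in each genotype, and the interaction of genotype with either step. A gene is called higher or lower in *lpcat* in 1 medium without a claim that media differ, unless the interaction is given.

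31 lists with 606 genes in all were written before the table was opened, and 589 of these genes had a row. They were written after the study's text, figures and Data S2 to S4 had been read. The tests of lists are therefore not independent of what the study reported on these libraries. Some genes stand in 2 lists, such as GDPD1 and PLDZ2 in those of phosphate starvation and PC turnover. The genes encoded in mitochondria and in plastids were taken as 2 more lists. Each list was compared with all other genes by camera from limma with its preset correlation between genes, and again with the correlation estimated from the data; p was adjusted over the lists within a comparison. Each count of list members is given with p adjusted over all genes and over the list alone. The hierarchical clustering took the genes called in lpcat against WT in any medium. The genes named in the text were set by rule. They are each gene that the study names in its RNA-seq text or Fig. 5e, the targeted genes, the 6 largest rises and 4 largest falls among called genes of the 3 mutant comparisons and of the response to lysoPAF in each genotype, and up to 4 members of a list with the smallest p. The largest changes took genes with an AGI outside the organelles, a mean of at least 1 CPM over all libraries and no overlap between the groups. A few other members of a list are named after their values were seen, such as PLP2, UTR3, PHT1;4 and WRKY30. The study's Data S2 and S4, whose values had been seen, are held here in part (841 and 800 rows), so single values were compared and no enrichment was computed from them.

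Alternatives were DESeq2 1.42.0 with shrunken and unshrunken fold changes and edgeR 4.0.16 with RLE factors, both on the recovered reads, scaling by nuclear genes, a filter by edgeR's filterByExpr and none, a fit of the compared libraries alone, a replicate block, a stricter adjusted p, pseudocounts of 0.5 and 5, camera with an estimated correlation or with the block, limma's fry, average linkage, and leaving out each library in turn. EdgeR with TMM factors was added after the unit was known, and fits without lpcat control replicate 2 for comparisons that do not involve it, and for lists, were added after that library was seen to stand apart. The tests were tested on simulated data with known changes, drawn from the means and depths of these libraries. For lpcat against WT under lysoPAF, limma called 100% of genes raised 3 times and 100% of those raised 6 times. It called 96% of those lowered to 0.333 and 0% of those raised 1.5 times, which lie under the fold threshold, and 2 unchanged genes. For the lysoPAF interaction, where no fold threshold applies, it called 90% of genes raised 3 times and 18% of those raised 1.5 times. The changed genes were drawn only from genes above a minimum mean count, so these shares do not cover genes with few reads. No simulated library stood apart from its group, so they do not show how the tests fare with lpcat control replicate 2. Camera with its preset correlation passed a list of 50 raised genes and did not pass a list of 50 unchanged ones. The simulated genes varied independently of each other, so this does not test camera on lists whose members are correlated. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and clusterings were compared with mclust 6.1.1. Values were checked in every library for LPCAT1 and LPCAT2. Results of a few genes that these rules would name are not reported here. The lipid, microscopy and growth data of the study are not analysed here.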

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

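Tests chosen only after their results were seen were the fits without lpcat control replicate 2 for comparisons and lists that do not involve it, edgeR with TMM factors, the reference counts and shares for the label and mixture tests, the share of lower genes in the latter, the interval of the mitochondrial correlation, and a further mixture test that was run and dropped.

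The response of *lpcat* roots to lysoPAF differed from that of WT roots, by limma's interaction test, in 7 genes toward higher and 6 toward lower values, 13 in all, with 2724 genes at an unadjusted p under 0.05. This count depends on the method and on single libraries. It was 175 with DESeq2 without shrinkage and 157 with shrinkage, 23 with RLE factors, 25 with TMM factors, 29 with the replicate block and 0 in a fit of the compared libraries alone or at an adjusted p under 0.01. It was 2256 without lpcat control replicate 2, 1 and 1 without lpcat control replicates 1 and 3, 1, 0 and 1 without WT control replicates 1, 2 and 3, 0 without WT lysoPAF replicate 1 or 3 and 0 without lpcat lysoPAF replicate 2 or 3. Among lists, cytosolic heat shock genes had a median interaction of 1.42 (camera adjusted p = 3.08e-12, and adjusted p = 0.273 with an estimated correlation), phosphate starvation genes one of 0.58 (camera adjusted p = 0.00078, and adjusted p = 0.358 with an estimated correlation) and root hair genes one of -0.35 (camera adjusted p = 1.81e-07, and adjusted p = 0.273 with an estimated correlation). The difference between the genotypes' response to ONO passed in 106 genes toward higher and 193 toward lower values, 299 in all; AP180 is one of them (-1.25, limma adjusted p = 0.0475). That count was 648 with DESeq2 without shrinkage and 651 with shrinkage, 1002 in a fit of the compared libraries alone and 31 at an adjusted p under 0.01. It was 1179 without lpcat control replicate 2, 132, 94 and 135 without WT lysoPAF replicates 1, 2 and 3, 48 and 80 without lpcat lysoPAF replicates 2 and 3, 61 and 85 without WT lysoPAF+ONO replicates 1 and 2, and 154 and 51 without lpcat lysoPAF+ONO replicates 1 and 2. Phosphate starvation genes had a median of -0.58 (camera adjusted p = 4.74e-05, and adjusted p = 0.502 with an estimated correlation), iron deficiency genes one of -0.92 (camera adjusted p = 0.00262, and adjusted p = 0.58 with an estimated correlation) and vacuolar genes one of -0.17 (camera adjusted p = 9.92e-05, and adjusted p = 0.502 with an estimated correlation).

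lpcat control replicate 2 stood apart from the other lpcat control libraries, since on the scale of the WT response to lysoPAF (0 at the WT control mean, 1 at the WT lysoPAF mean; 433 genes) it lay at 1.01, against 0.40 and 0.27. Swapped labels between lpcat control and lpcat lysoPAF are argued against, since the lowest lpcat lysoPAF library lay at 1.14, far above both control libraries. A lysoPAF-treated library labelled as control stays open. Tested alone against the lpcat lysoPAF libraries, it exceeded the bound of 1.5 times the reference counts between those libraries. That test cannot decide, since it assumes this lone library to vary like the others and its bound rests on very few genes. Another scale runs from lpcat control replicates 1 and 3 (0) to the lpcat lysoPAF mean (1). On it the library lay at 0.88 for 768 higher genes, against 0.94 to 1.03 in the lpcat lysoPAF libraries. For 683 lower genes it lay at 1.07, against 0.94 to 1.06. For RNA of such roots mixed into a control library, 32.7% of its higher genes lay above the highest lpcat lysoPAF library, over the 25% set beforehand. Those libraries themselves gave 32 to 51.1%, so this share cannot decide. Of its lower genes, 60.2% lay below the lowest, against 37.4 to 38.2% in those libraries. It had 0.174% mitochondrial reads, against at most 0.129%. The weight of the last 2 measures was set knowing their values. They go against a mixture with RNA of those 3 libraries, though they rest on 1 library. A treated culture unlike the 3 lpcat lysoPAF libraries, as another source of the library, and a difference of the control culture stay untested, no biological explanation was tested, and the library was kept in its labelled group.

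Reads on genes encoded in mitochondria, which the study's text does not discuss, were 0.115% of the reads in lpcat under lysoPAF (0.0890, 0.129 and 0.128%), against 0.0539 ± 0.0233% in WT under lysoPAF and 0.0250 ± 0.00196% in WT control roots; in lpcat control roots they were 0.0270, 0.174 and 0.0270%. Of 55 such genes, 3 were higher and 0 lower (2 and 0 adjusted over the list alone) in lpcat against WT under lysoPAF (camera adjusted p = 0.207, and adjusted p = 0.699 with an estimated correlation). More RNA without a poly(A) tail carried through the selection is argued against, since the share of nuclear rRNA, tRNA, snRNA and snoRNA changed by -0.044 (log2, spread 0.05) while the mitochondrial share changed by 1.16 (spread 0.46). The plastid share, also part of the prediction, changed by -0.50 (spread 0.79). The nuclear classes held only 0.047% of the reads in lpcat under lysoPAF, so this holds only as far as they track such RNA. A response shared with the nuclear mitochondrial dysfunction regulon stays open: over all libraries, deviations from the group means correlated with r = 0.69 (permutation p = 0.268), and without lpcat control replicates 2 and 3 with r = 0.18, under the bound set beforehand, which was wrong because 16 libraries leave an interval from -0.47 to 0.70. The interaction of genotype with lysoPAF did not pass for the genes encoded in mitochondria (median -0.11, camera adjusted p = 0.283, and adjusted p = 0.794 with an estimated correlation; camera adjusted p = 0.349 without lpcat control replicate 2).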

How the results depend on the processing

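EdgeR with TMM factors and the fits without lpcat control replicate 2 outside its own comparisons were chosen after the data were seen; all other alternatives were planned. In the order of genes higher and lower on control medium, under lysoPAF and with ONO in *lpcat* against WT, for lysoPAF in WT and lpcat, for ONO in WT and lpcat, in the lysoPAF and ONO interactions, and higher and lower under lysoPAF and in neither other medium, the counts were 82, 21, 496, 287, 226, 49, 88, 320, 361, 353, 13, 299, 365, 267. DESeq2 with shrunken fold changes gave 14, 4, 123, 48, 56, 17, 7, 29, 139, 98, 157, 651, 104, 44, and an adjusted p under 0.01 gave 31, 6, 273, 151, 79, 17, 20, 9, 208, 158, 0, 31, 238, 144. Under the other settings most counts stayed within 1.5 times. With DESeq2 without shrinkage those that did not were 150 higher on control medium, 11 lower on control medium, 175 in the lysoPAF interaction, 648 in the ONO interaction. RLE factors gave 138 higher on control medium, 12 lower on control medium, 23 in the lysoPAF interaction. TMM factors gave 128 higher on control medium, 12 lower on control medium, 25 in the lysoPAF interaction. FilterByExpr gave 13 lower on control medium, and a pseudocount of 5 gave 13 lower on control medium, 54 for lysoPAF in WT. There were 2 higher on control medium, 1 lower on control medium, 0 for lysoPAF in lpcat, 0 in the lysoPAF interaction, 1002 in the ONO interaction in fits of the compared libraries alone. These fits have fewer libraries to estimate the variance, but that alone does not account for the falls. The counts that fell this far are those of comparisons with lpcat control replicate 2. Without it among the libraries compared, the ONO interaction rose, and 601 genes were higher under lysoPAF. The cause was not tested. No count moved that far with scaling by nuclear genes, without a filter or with a pseudocount of 0.5. The replicate block gave 29 in the lysoPAF interaction, against 13 without it, and among the other counts none by over 1.5 times. The labels do not say that equal numbers share anything. Of 45 pairs with equal numbers 12 correlated above 0.1 (median 0.05, against -0.017 for other pairs), with 10 of 18 libraries correlating best with one of their own number. Counts with 1 library left out ran as follows. Higher on control medium, from 48 (WT control replicate 3) to 150 (lpcat control replicate 2) genes were called. Lower on control medium, from 11 (WT control replicate 1) to 73 (lpcat control replicate 2) genes were called. Higher under lysoPAF, from 321 (lpcat lysoPAF replicate 2) to 652 (lpcat control replicate 2) genes were called. Lower under lysoPAF, from 185 (WT lysoPAF replicate 1) to 382 (lpcat control replicate 2) genes were called. Higher with ONO, from 75 (lpcat lysoPAF+ONO replicate 2) to 402 (lpcat control replicate 2) genes were called. Lower with ONO, from 20 (WT lysoPAF+ONO replicate 1) to 105 (lpcat control replicate 2) genes were called. For lysoPAF in WT, from 30 (WT lysoPAF replicate 1) to 249 (lpcat control replicate 2) genes were called. For lysoPAF in lpcat, from 0 (lpcat control replicate 1) to 1451 (lpcat control replicate 2) genes were called. For ONO in WT, from 253 (WT lysoPAF+ONO replicate 1) to 528 (lpcat control replicate 2) genes were called. For ONO in lpcat, from 184 (lpcat lysoPAF+ONO replicate 2) to 546 (lpcat control replicate 2) genes were called. In the lysoPAF interaction, from 0 (WT control replicate 2) to 2256 (lpcat control replicate 2) genes were called. In the ONO interaction, from 48 (lpcat lysoPAF replicate 2) to 1179 (lpcat control replicate 2) genes were called. Higher in lysoPAF and neither other medium, from 240 (lpcat lysoPAF replicate 2) to 415 (WT lysoPAF+ONO replicate 1) genes were called. Lower in lysoPAF and neither other medium, from 175 (WT lysoPAF replicate 1) to 326 (lpcat control replicate 2) genes were called. Leaving out lpcat control replicate 2 kept 68 of the 103 calls on control medium. Of 172 values of named genes, 80 were called. Of these, 53 lost the call in at least 1 planned setting other than leaving out a library, and 37 without at least 1 library. Another 17 gained a call in at least 1 planned setting of either kind. Of 297 tests of lists, 127 passed with camera, 7 with an estimated correlation, 78 with fry, 129 with the block and 143 without lpcat control replicate 2, where 4 changed direction: cytosolic heat shock on control medium became lower (camera adjusted p = 0.0109), the mitochondrial dysfunction regulon lower without passing (0.708), and photosynthesis genes higher on control medium (0.000172) and lower in the lysoPAF interaction (0.00792). The largest cluster held 336 genes, and 584 with average linkage. Depth limits genes with few reads, whose fold changes move most with the pseudocount.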

Differences from the paper's values

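No threshold for DEGs was found in the paper's text. Among named genes, the paper's calls are its values with an adjusted p under 0.05 and an absolute log2 fold change over 1. The counts here use these same thresholds. On control medium, the paper counts 141 genes higher in *lpcat* and 82 were found here. Of the alternatives set before the data were examined, DESeq2 with unshrunken fold changes (150), edgeR with RLE factors (138) come within 1.5 times of the paper's count, and DESeq2 with shrunken fold changes (14), scaling by nuclear genes only (75), filterByExpr (75), no filter on low counts (77), only the libraries compared (2), replicate block (90), adjusted p under 0.01 (31), pseudocount 0.5 (85), pseudocount 5 (55) do not; leaving out lpcat control replicate 1, 2 or 3 gives 122, 150, 129, and leaving out WT control replicate 1, 2 or 3 gives 54, 49, 48. EdgeR with TMM factors, chosen after seeing the values, gives 128; of the 53 calls that the paper makes for named genes it leaves 3 uncalled, as do DESeq2 with unshrunken fold changes and RLE factors, against 5 in the main fit. The paper counts 12 genes lower on control medium and 21 were found here. Within come DESeq2 with unshrunken fold changes (11), edgeR with RLE factors (12), filterByExpr (13), pseudocount 5 (13), and not DESeq2 with shrunken fold changes (4), scaling by nuclear genes only (20), no filter on low counts (20), only the libraries compared (1), replicate block (22), adjusted p under 0.01 (6), pseudocount 0.5 (20); without WT control replicate 1, 2 or 3 the counts are 11, 11, 12, and without lpcat control replicate 1, 2 or 3 28, 73, 30. TMM factors give 12, again chosen after seeing the values.

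Of 72 log2 fold changes of 35 named genes that the paper's Data S2 or S4 give, 8 differ by more than the standard error and 0 have another sign. Both sets of values come from the same libraries. Genes named for a largest change were picked among those called here, so a shared sign says little for them. For EXO70H4 on control medium, the paper's log2 fold change is 1.50 and the value here 0.77. Within the standard error of the paper's value came DESeq2 with unshrunken fold changes (2.07), edgeR with RLE factors (2.04), and not DESeq2 with shrunken fold changes, scaling by nuclear genes only, filterByExpr, no filter on low counts, only the libraries compared, replicate block, pseudocount 0.5, pseudocount 5. For SEC31A on control medium, the paper's log2 fold change is 2.48 and the value here 1.19. None of the 10 alternatives set beforehand came within the standard error; DESeq2 with unshrunken fold changes came nearest (3.76). The value for SEC31A without lpcat control replicate 1 is 2.46. For AT2G01422 with ONO, the paper's log2 fold change is 5.83 and the value here 6.35. None of the 10 alternatives set beforehand came within the standard error; filterByExpr came nearest (6.35). AT2G01422 without WT lysoPAF+ONO replicate 1 or 2 is at 5.93. For AT2G31141 on control medium, the paper's log2 fold change is 2.48 and the value here 3.14. Within the standard error of the paper's value came DESeq2 with unshrunken fold changes (2.86), edgeR with RLE factors (2.80), pseudocount 5 (1.91), and not DESeq2 with shrunken fold changes, scaling by nuclear genes only, filterByExpr, no filter on low counts, only the libraries compared, replicate block, pseudocount 0.5. AT2G31141 without WT control replicate 2 or 3 or lpcat control replicate 2 is at 2.92, 2.43 and 2.73. For JOX3 on control medium, the paper's log2 fold change is -2.27 and the value here -3.14. Within the standard error of the paper's value came DESeq2 with unshrunken fold changes (-2.74), edgeR with RLE factors (-2.66), pseudocount 5 (-1.90), and not DESeq2 with shrunken fold changes, scaling by nuclear genes only, filterByExpr, no filter on low counts, only the libraries compared, replicate block, pseudocount 0.5. JOX3 without lpcat control replicate 3 is at -2.42. For AT4G22505 under lysoPAF, the paper's log2 fold change is 2.09 and the value here 6.14. None of the 10 alternatives set beforehand came within the standard error; pseudocount 5 came nearest (3.92). This is a fitted value with the 3 WT libraries at 0, so it depends on the pseudocount. For AT5G52710 under lysoPAF, the paper's log2 fold change is -3.02 and the value here -3.88. Within the standard error of the paper's value came edgeR with RLE factors (-3.62), and not DESeq2 with unshrunken fold changes, DESeq2 with shrunken fold changes, scaling by nuclear genes only, filterByExpr, no filter on low counts, only the libraries compared, replicate block, pseudocount 0.5, pseudocount 5. AT5G52710 without lpcat lysoPAF replicate 2 or 3 is at -3.41. For DREB19 with ONO, the paper's log2 fold change is 3.50 and the value here 4.49. Within the standard error of the paper's value came pseudocount 5 (3.16), and not DESeq2 with unshrunken fold changes, DESeq2 with shrunken fold changes, edgeR with RLE factors, scaling by nuclear genes only, filterByExpr, no filter on low counts, only the libraries compared, replicate block, pseudocount 0.5.

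Of the values of named genes that the paper calls, 48 are called here and 5 are not. Genes named for a largest change were picked among those called here and compared only there, so their values could not go uncalled. The 5 could come only from the targeted genes and those the study names, so 48 overstates the agreement. SEC1B on control medium (log2 fold change 0.86, limma adjusted p = 0.0908) is called with DESeq2 without shrinkage, with RLE factors and, chosen after seeing the values, with TMM factors, and also without lpcat control replicate 1 or 3. SEC31A on control medium (log2 fold change 1.19, limma adjusted p = 0.57) and SAR1A on control medium (log2 fold change 1.86, limma adjusted p = 0.097) are called with DESeq2 without shrinkage, and SAR1A also without lpcat control replicate 1. SEC31A with ONO (log2 fold change 3.14, limma adjusted p = 0.069) is called with RLE factors, in a fit of the compared libraries alone, with the replicate block, with a pseudocount of 5 and, chosen after seeing the values, with TMM factors and without lpcat control replicate 2. EXO70H4 with ONO (log2 fold change 1.76, limma adjusted p = 0.12) is called in a fit of the compared libraries alone and, chosen after seeing the values, without lpcat control replicate 2, a fit that leaves 4 of the paper's 53 calls uncalled, against 5 in the main fit. AT4G22505 under lysoPAF is called here and not by the paper.

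The paper states that bZIP60 transcripts (BZIP60) are elevated in *lpcat* without lysoPAF. Here the difference on control medium does not pass (log2 fold change 0.69, limma adjusted p = 0.0656), while it passes under lysoPAF. It states that bZIP60 is induced more strongly in lpcat. The interaction is 0.32 (limma adjusted p = 0.702) and 0.67 (limma adjusted p = 0.0108) without lpcat control replicate 2. It states that the targets ANAC103 (NAC103), ERDJ3A, DCD and CDC48D are up with or without lysoPAF. Under lysoPAF all 4 are called. On control medium CDC48D passes the adjusted p alone (log2 fold change 0.80, limma adjusted p = 0.0428), while NAC103 (log2 fold change 1.08, limma adjusted p = 0.117), ERDJ3A (log2 fold change 0.34, limma adjusted p = 0.645) and DCD (log2 fold change 0.55, limma adjusted p = 0.144) do not pass. In the paper's supplementary values, NAC103 and ERDJ3A do not pass on control medium either (DESeq2 adjusted p = 0.0605 and 0.399). There CDC48D and DCD pass the adjusted p (DESeq2 adjusted p = 0.00193 and 0.0171), at log2 fold changes of 0.91 and 0.66. SAR1A and SEC31A are stated to be up in lpcat; of the 3 media, SAR1A is called with ONO and SEC31A in none. Fig. 5e, read by eye, shows VPS45 lower in lpcat under lysoPAF, and here its log2 fold change under lysoPAF is 0.24 (limma adjusted p = 0.104). The paper names phenylpropanoid synthesis among the processes of up-regulated genes; of 20 such genes, 1 was higher and 1 lower under lysoPAF, and of 65 class III peroxidases 14 were higher and 4 lower.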

Other observations

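Tests chosen after results were seen are that of neighbours of the disrupted genes and the fits without lpcat control replicate 2 outside its own comparisons.

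In WT roots, limma called 68 genes higher and 20 lower under lysoPAF than on control medium. BIP3 (log2 fold change 7.26, limma adjusted p = 5.19e-05), SAR1A (log2 fold change 4.19, limma adjusted p = 0.00142), AT1G71140 (log2 fold change 3.80, limma adjusted p = 0.00598), SEC31A (log2 fold change 3.55, limma adjusted p = 0.0485), SAG13 (log2 fold change 2.99, limma adjusted p = 0.0068) and AT1G24140 (log2 fold change 2.64, limma adjusted p = 0.031) rose. MLP28 (log2 fold change -3.25, limma adjusted p = 0.00598), AT1G09310 (log2 fold change -2.95, limma adjusted p = 0.0182), AT2G05540 (log2 fold change -2.18, limma adjusted p = 0.0266) and PIL6 (log2 fold change -2.13, limma adjusted p = 0.0472) fell. The call for SEC31A ends without WT control replicate 1, 2 or 3 (limma adjusted p = 0.106, 0.107 and 0.171) or WT lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.143, 0.122 and 0.139). AT1G24140 loses its call without WT control replicate 2 or 3 (limma adjusted p = 0.0753 and 0.167) or WT lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.115, 0.0937 and 0.0809). The call for AT1G09310 ends without WT control replicate 3 (limma adjusted p = 0.109) or WT lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.0686, 0.0551 and 0.0762). AT2G05540 loses its call without WT control replicate 1, 2 or 3 (limma adjusted p = 0.0625, 0.0634 and 0.126) or WT lysoPAF replicate 1 or 2 (limma adjusted p = 0.137 and 0.0657). The call for PIL6 ends without WT control replicate 1 or 3 (limma adjusted p = 0.0988 and 0.224) or WT lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.0996, 0.116 and 0.168). Of 16 root hair genes, 3 were higher and 0 lower (11 and 0 adjusted over the list alone), with a median of 0.36 (camera adjusted p = 2.48e-09, and adjusted p = 0.137 with an estimated correlation), and of 18 cytosolic heat shock genes, 0 were higher and 6 lower (0 and 6 adjusted over the list alone), with a median of -0.25 (camera adjusted p = 0.000219, and adjusted p = 0.332 with an estimated correlation). Of 23 genes of cell division, 0 were higher and 2 lower (0 and 4 adjusted over the list alone), with a median of -0.17 (camera adjusted p = 0.000728, and adjusted p = 0.288 with an estimated correlation). In lpcat roots, 210 genes were higher and 110 lower. Rises in lpcat include ABCG40 (log2 fold change 4.51, limma adjusted p = 0.0224), BIP3 (log2 fold change 3.76, limma adjusted p = 0.0159), DREB19 (log2 fold change 3.65, limma adjusted p = 0.0362), PER58 (log2 fold change 3.11, limma adjusted p = 0.0137), the subtilase gene SBT3.3 (log2 fold change 3.10, limma adjusted p = 0.0299) and AT2G32190 (log2 fold change 2.97, limma adjusted p = 0.0137). Falls include AT5G59260 (log2 fold change -3.89, limma adjusted p = 0.0124), AT2G14510 (log2 fold change -3.23, limma adjusted p = 0.00733), AT1G07550 (log2 fold change -2.96, limma adjusted p = 0.0263) and SLAH1 (log2 fold change -2.72, limma adjusted p = 0.0203). The call for ABCG40 ends without lpcat control replicate 1 or 3 (limma adjusted p = 0.132 and 0.177) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.0844 and 0.0904). BIP3 loses its call without lpcat control replicate 1 or 3 (limma adjusted p = 0.107 and 0.14) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.07 and 0.0758). The call for DREB19 ends without lpcat control replicate 1 or 3 (limma adjusted p = 0.196 and 0.196) or lpcat lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.0761, 0.125 and 0.118). PER58 loses its call without lpcat control replicate 1 or 3 (limma adjusted p = 0.0903 and 0.108) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.07 and 0.0613). The call for SBT3.3 ends without lpcat control replicate 1 or 3 (limma adjusted p = 0.175 and 0.195) or lpcat lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.0614, 0.102 and 0.108). AT2G32190 loses its call without lpcat control replicate 1 or 3 (limma adjusted p = 0.101 and 0.117) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.0697 and 0.0704). The call for AT5G59260 ends without lpcat control replicate 1 or 3 (limma adjusted p = 0.0859 and 0.108) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.0517 and 0.0693). AT2G14510 loses its call without lpcat control replicate 1 or 3 (limma adjusted p = 0.0576 and 0.0645). The call for AT1G07550 ends without lpcat control replicate 1 or 3 (limma adjusted p = 0.158 and 0.196) or lpcat lysoPAF replicate 1, 2 or 3 (limma adjusted p = 0.0605, 0.099 and 0.0928). SLAH1 loses its call without lpcat control replicate 1 or 3 (limma adjusted p = 0.118 and 0.167) or lpcat lysoPAF replicate 2 or 3 (limma adjusted p = 0.0917 and 0.0615). With lpcat control replicate 2 left out these changes are larger, at 6.47 for ABCG40, 5.26 for BIP3, 5.29 for DREB19, 3.95 for PER58, 4.41 for SBT3.3, 4.02 for AT2G32190, -5.02 for AT5G59260, -4.01 for AT2G14510, -4.37 for AT1G07550 and -3.65 for SLAH1, with limma adjusted p of at most 1.41e-06. Of 17 nitrate response genes, 0 were higher and 1 lower (0 and 2 adjusted over the list alone), with a median of -0.16 (camera adjusted p = 0.00259, and adjusted p = 0.362 with an estimated correlation); the transporter gene NRT1.5 fell (log2 fold change -2.28, limma adjusted p = 0.0241). Photosynthesis genes, which stand for shoot tissue, had a median of -0.57 in lpcat (camera adjusted p = 0.00259, and adjusted p = 0.642 with an estimated correlation) with none of 19 passing. The count of genes responding in WT was 249 without lpcat control replicate 2, 44 and 33 without WT control replicates 2 and 3, and 30, 38 and 31 without WT lysoPAF replicates 1, 2 and 3. In lpcat it was 0, 1451 and 0 without lpcat control replicates 1, 2 and 3, and 134, 13 and 2 without lpcat lysoPAF replicates 1, 2 and 3; the share called higher was 65.6%, against 28.9% with DESeq2 and 30.7% with RLE factors.

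When ONO was added to lysoPAF, 271 genes were higher and 90 lower in WT, and 299 higher and 54 lower in lpcat. The defence genes CYP71A12 (log2 fold change 4.52, limma adjusted p = 1.07e-14 in WT; log2 fold change 4.02, limma adjusted p = 1.03e-13 in lpcat) and GSTF7 (log2 fold change 2.61, limma adjusted p = 4.95e-11; log2 fold change 2.00, limma adjusted p = 7.25e-09) and the lipase gene PLP2 (log2 fold change 2.66, limma adjusted p = 8.4e-07; log2 fold change 2.12, limma adjusted p = 2.77e-05) rose in both. Of 40 genes of the UPR and ER folding, 1 was higher and 5 lower (1 and 8 adjusted over the list alone), with a median of -0.17 (camera adjusted p = 3.82e-06, and adjusted p = 0.193 with an estimated correlation) in WT, TIN1 among them (log2 fold change -2.22, limma adjusted p = 0.000181). In lpcat 0 were higher and 8 lower (0 and 12 adjusted over the list alone), with a median of -0.20 (camera adjusted p = 5.92e-07, and adjusted p = 0.171 with an estimated correlation), with SDF2 (log2 fold change -0.43, limma adjusted p = 0.00371) and the calreticulin gene CRT1A (log2 fold change -0.36, limma adjusted p = 0.00461). Of 6 root cap genes, 2 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median of 0.58 (camera adjusted p = 0.000262, and adjusted p = 0.0363 with an estimated correlation) in WT; the nuclease gene BFN1 rose (log2 fold change 1.10, limma adjusted p = 0.00103). In lpcat, of 10 endodermal genes 0 were higher and 6 lower (1 and 6 adjusted over the list alone), with a median of -0.34 (camera adjusted p = 0.00011, and adjusted p = 0.171 with an estimated correlation), with ESB1 (log2 fold change -0.78, limma adjusted p = 0.000867). The count in lpcat was 546 without lpcat control replicate 2, 227 and 209 without lpcat lysoPAF replicates 2 and 3, and 184 without lpcat lysoPAF+ONO replicate 2.

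Each comparison was repeated for all 10 ways to split its 6 libraries into groups of 3, which are too few for a share under 0.05. The real split and the highest other split called 103 and 42 genes for lpcat against WT on control medium, 783 and 0 under lysoPAF, 275 and 2 with ONO, 88 and 0 for lysoPAF in WT, 320 and 646 for lysoPAF in lpcat, 361 and 0 for ONO in WT and 353 and 0 for ONO in lpcat. As many calls as the real split, itself included, came from 1 split on control medium, 1 split under lysoPAF, 1 split with ONO, 1 split for lysoPAF in WT, 2 splits for lysoPAF in lpcat, 1 split for ONO in WT and 1 split for ONO in lpcat. The split with 646 calls sets lpcat lysoPAF replicate 1 with lpcat control replicates 1 and 3 against the other libraries, and points to a structure of the samples, in which lpcat control replicate 2 lies with the lysoPAF libraries.

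20 genes were called in the same direction in lpcat in all 3 media, 15 higher and 5 lower; LPCAT2 is among the higher and LPCAT1 among the lower, and others are AT1G63055, CYP89A6, RIPK, CYP71B19 and CEP1 (higher) and MRD1, MYB48 and AT3G19320 (lower). Neighbours of the insertions at LPCAT1 and LPCAT2 could give such a set, since genes linked to an insertion stay with it. Of the 18 genes other than these 2, 1 (AT1G63055), or 5.56%, lies within 50 tested genes of either locus, against 0.913% of all tested genes (hypergeometric exact test over 18 genes, p = 0.152). Most genes of the set lie on other chromosomes than the 2 loci, which argues against linkage for those genes. On chromosome 1, CYP89A6, AT1G61080 and MRD1 lie 162, 169 and 641 tested genes from the nearer locus. The test cannot decide for them, since only the distance of 50 genes was tried. Linkage stays open for these and for AT1G63055, which is next to 1 of the 2 loci, and no biological explanation was tested.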
